# B cells mediate lung ischemia/reperfusion injury by recruiting classical monocytes via synergistic B cell receptor/TLR4 signaling

**DOI:** 10.1172/JCI170118

**Published:** 2024-01-23

**Authors:** Khashayar Farahnak, Yun Zhu Bai, Yuhei Yokoyama, Deniz B. Morkan, Zhiyi Liu, Junedh M. Amrute, Alejandro De Filippis Falcon, Yuriko Terada, Fuyi Liao, Wenjun Li, Hailey M. Shepherd, Ramsey R. Hachem, Varun Puri, Kory J. Lavine, Andrew E. Gelman, Ankit Bharat, Daniel Kreisel, Ruben G. Nava

**Keywords:** Immunology, Transplantation, Chemokines, Monocytes, Organ transplantation

## Abstract

Ischemia/reperfusion injury–mediated (IRI-mediated) primary graft dysfunction (PGD) adversely affects both short- and long-term outcomes after lung transplantation, a procedure that remains the only treatment option for patients suffering from end-stage respiratory failure. While B cells are known to regulate adaptive immune responses, their role in lung IRI is not well understood. Here, we demonstrated by intravital imaging that B cells are rapidly recruited to injured lungs, where they extravasate into the parenchyma. Using hilar clamping and transplant models, we observed that lung-infiltrating B cells produce the monocyte chemokine CCL7 in a TLR4-TRIF–dependent fashion, a critical step contributing to classical monocyte (CM) recruitment and subsequent neutrophil extravasation, resulting in worse lung function. We found that synergistic BCR-TLR4 activation on B cells is required for the recruitment of CMs to the injured lung. Finally, we corroborated our findings in reperfused human lungs, in which we observed a correlation between B cell infiltration and CM recruitment after transplantation. This study describes a role for B cells as critical orchestrators of lung IRI. As B cells can be depleted with currently available agents, our study provides a rationale for clinical trials investigating B cell–targeting therapies.

## Abstract 2

Synergistic B cell receptor/TLR4 signaling on lung-infiltrating B cells is critical for orchestrating lung ischemia reperfusion injury, by facilitating the recruitment of CCR2+ classical monocytes.

## Introduction

Primary graft dysfunction (PGD) is a common early complication after lung transplantation that adversely affects both short- and long-term outcomes. This includes both early morbidity and mortality as well as a higher risk for late graft loss due to chronic rejection. Our center has reported that the incidence of severe PGD has not changed over time (1, 2). Ischemia/reperfusion injury (IRI) is widely considered a major initiating event causing PGD. We and others have shown that neutrophils are critical mediators of lung IRI (3–5). Our group has described several important steps leading to their recruitment and extravasation after murine lung transplantation-induced IRI. For example, using intravital 2-photon microscopy, we observed that monocytes mediate neutrophil extravasation in lung grafts during IRI (6). More recently, we reported that graft-resident donor nonclassical monocytes (NCMs) and spleen-derived recipient CCR2^+^ classical monocytes (CMs) orchestrate the recruitment and extravasation of neutrophils, respectively (7–9). We have also shown that extended cold ischemic graft storage enhances granulocyte colony-stimulating factor–mediated (G-CSF–mediated) granulopoiesis and neutrophil graft infiltration, resulting in exacerbation of IRI and potentiation of alloimmunity (4, 10).

B cells can regulate immune responses through antibody production, antigen presentation, and cytokine secretion (11). In addition to their capacity to enhance inflammatory responses, B cells are also capable of dampening inflammation (12). In lung transplantation, B cells are known mediators of antibody-mediated rejection (13) and are targeted in patients who suffer from this complication (14). The expression of TLRs on B cells provides a cell-intrinsic mechanism by which innate signals can regulate adaptive immune responses (15). It is known that the dual expression of and interaction between TLRs and the B cell receptor (BCR) play a crucial role not only in the B cell response to pathogen challenge, but also for B cell survival, development, and antibody production under both physiological and pathological conditions. In vitro studies have demonstrated that synergistic BCR/TLR signaling on B cells leads to a diversified antibody response secondary to somatic hypermutation (16) and class-switch DNA recombination (CSR) (17, 18). Several studies have suggested that B cells contribute to IRI and may regulate responses of innate immune cells that we know play a critical role in mediating PGD, such as monocytes and neutrophils (19–21). However, whether B cells play a role in lung IRI has not been fully elucidated. Additionally, approaches that target immune cells to prevent or attenuate PGD after lung transplantation have not been implemented in the clinical setting. Therefore, a better understanding and characterization of the immune response and the mechanisms by which IRI contributes to tissue damage are paramount for clinical translation into improved outcomes.

In this study, we demonstrated that peripheral B cells enter the lung and orchestrate the recruitment of CCR2^+^ CMs into the lung graft. We observed that TLR4 is activated on lung-infiltrating B cells shortly after lung reperfusion, promoting the production of the monocyte chemokine CCL7 in a TRIF-dependent fashion. This step plays a critical role in driving CM recruitment and subsequent neutrophil extravasation, resulting in worse lung function. We show that TLR4 stimulation was synergistic with BCR activation and the lack of BCR engagement precluded chemotaxis of CMs to the lung. These data support a significant and deleterious role of B cells in lung IRI. As clinically successful B cell depletion strategies have been developed, our findings provide an impetus for investigating future specific B cell–targeting therapies for lung IRI and transplantation.

## Results

### B cells are recruited to the lung after IRI in a murine hilar clamping model.

Tissue damage after IRI is determined by the extent and duration of ischemia and the downstream deleterious effects of organ reperfusion. The combination of increased vascular permeability and increased cellular signaling amplifies the recruitment and infiltration of circulating leukocytes into the lung (22, 23). To explore the role of B cells in lung IRI, we used a murine left pulmonary hilar clamping model, where 30 minutes of warm ischemia is followed by 60 minutes of reperfusion (Figure 1A). Using flow cytometric analysis and IHC staining, we observed that the total number of B cells (CD20^+^CD19^+^) significantly increased in the injured lung 1 hour after reperfusion in C57BL/6 (B6) WT mice subjected to left hilar clamping, when compared with naive B6 WT mice (Figure 1, B and C). B cells are divided into innate B1 and conventional B2 B cells, which have distinct origins, phenotypes, functions, and anatomical localization (24). In mice, B2 B cells are defined as CD20^+^CD19^+^CD43^–^ and B1 B cells are defined as CD20^+^CD19^+^CD43^+^. We found that B1 B cells account for only 4%–10% of total lung B cells, while the majority are B2 B cells (Figure 1D).

### B cells worsen lung function after IRI by increasing neutrophil extravasation.

To determine whether B cells play a functional role in lung IRI, we subjected B6 WT and B cell–deficient (μMT) mice to left pulmonary hilar clamping. Of note, μMT mice have a small number of B1 B cells in lung and spleen at baseline (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI170118DS1) but completely lack B2 B cells. Arterial blood gases (ABGs) were obtained to assess lung function, as previously described (25), and the left lung was harvested for flow cytometric analysis. We observed that oxygenation was significantly improved in μMT mice. This improvement in oxygenation was abrogated when B cells from the spleen of B6 WT mice were injected i.v. into μMT mice 24 hours before left hilar clamping (Figure 2A). Tissue damage during lung IRI is dependent on neutrophil recruitment and their subsequent extravasation (5, 7–9). Therefore, we next set out to determine whether neutrophil recruitment and extravasation was altered by B cells. Neutrophil extravasation was determined flow cytometrically by injecting fluorochrome-labeled neutrophil-specific anti-Ly6G antibodies i.v. 5 minutes before lung harvest, as previously described (7). Interestingly, neutrophil recruitment to the injured lungs was comparable irrespective of whether B cells were present, demonstrated both by flow cytometry and immunofluorescence staining of Ly6G (Figure 2, B and C). However, we observed a significantly decreased proportion of extravasated neutrophils in μMT mice versus WT mice. Adoptive transfer of splenic WT B cells into μMT mice increased the percentage of extravasated neutrophils to levels comparable to WT mice (Figure 2, D and E). Oxygenation was inversely correlated with the percentage of extravasated neutrophils (Figure 2F) and the number of lung-infiltrating B cells (Figure 2G). Taken together, these findings demonstrate that B2 B cells contribute to lung IRI by increasing neutrophil extravasation.

### Improvement of lung function in the absence of B cells is associated with a significant reduction in the abundance and extravasation of CCR2^+^CMs in the lung.

Our group has recently reported that recipient spleen-derived CCR2^+^ CMs mediate neutrophil extravasation in lung grafts during IRI through their production of IL-1β (7). Therefore, we set out to investigate whether CM recruitment and extravasation to the lung is affected by the presence of B cells after IRI. CM extravasation was determined with i.v. injection of fluorochrome-labeled monocyte-specific anti-Ly6C antibodies, as previously carried out for neutrophil extravasation experiments. CMs were defined by flow cytometry as CD45^+^CD11b^+^Ly6G^–^Ly6C^hi^CCR2^+^ cells (Figure 3A). Indeed, we found that percentages and abundance of CMs in the lung were significantly reduced in μMT mice compared with WT mice. Adoptive transfer of splenic WT B cells into μMT mice increased percentages and abundance of CMs to levels comparable to those observed in WT mice (Figure 3, B and C). In addition, we noted a positive correlation between the number of B cells and CMs in the injured lung (Figure 3D). We also observed a significantly increased proportion of extravascular CMs in the presence of B cells (Figure 3E). Finally, B cell depletion using anti-CD20 antibodies prior to hilar clamping improved lung function (Figure 3, F and G) and was associated with decreases in the percentage and number of CMs in the lung and in neutrophil extravasation (Figure 3, H and I). Taken together, these data suggest that B cells contribute to the recruitment and extravasation of CMs to the lung, which facilitates neutrophil extravasation and promotes injury.

Temporal PaO_2_ assessment after hilar clamping demonstrated that lung injury improves over time (Figure 4A). Flow cytometric analysis showed that this improvement in function is associated with a reduction in the relative abundance of B cells and neutrophils in the lung as well as neutrophil extravasation (Figure 4, B–D). Interestingly, we observed that, in contrast to other cell populations, the proportion of CMs continued to increase (at 24 hours) before decreasing (at 72 hours) to levels comparable to those observed 1 hour after reperfusion (Figure 4E). Histology and IHC staining for B220 and Ly6G also showed that improvement of inflammation correlates with a reduction in the number of B cells and neutrophils in the lung (Figure 4, F–H).

### B cell–derived CCL7 triggers CM recruitment to the lung after IRI.

Our group has previously reported that PGD is attenuated after lung transplantation in CCR2-deficient recipient mice, which have defective CM mobilization (25). To gain further insight into how B cells recruit CM to the lung, we examined their production of the monocyte chemoattractant proteins CCL7 and CCL2 after IRI (26, 27). We isolated B cells from the lung, spleen, and bone marrow of naive WT mice and WT mice subjected to left hilar clamping and assessed their expression of CCL7 and CCL2. We observed that lung B cells expressed higher levels of CCL7, but not CCL2, after IRI when compared with B cells in the lungs of naive WT mice. No significant differences were observed in B cell expression levels of CCL2 or CCL7 in either spleen or bone marrow when comparing naive to IRI mice (Figure 5A).

Our group has previously reported that alveolar macrophages facilitate recruitment of CMs to the lung through production of CCL2 (8). Thus, to further investigate the role of CCL7 and CCL2 in CCR2^+^ CM recruitment to the lung after IRI, we treated WT mice with either CCL7- or CCL2-neutralizing antibodies prior to hilar clamping. We observed that oxygenation was significantly improved when CCL7 was inhibited but not when CCL2 was neutralized. We also found a lower percentage and total number of CMs in the lung as well as reduced neutrophil extravasation after CCL7 neutralization when compared with CCL2 and isotype control (Supplemental Figure 2, A–D). We then injected splenic CCL7-deficient (CCL7^–/–^) or WT B cells into μMT mice 24 hours prior to hilar clamping. We observed that oxygenation was significantly improved when μMT mice were reconstituted with CCL7^–/–^ compared with WT B cells, which was associated with significantly lower percentages and total numbers of CMs as well as reduced neutrophil extravasation (Figure 5, B–E). Adoptive transfer of CCL2-deficient (CCL2^–/–^) splenic B cells into μMT mice showed that oxygenation levels, percentages and numbers of CMs and neutrophil extravasation in the lungs were comparable to those in the WT setting (Figure 5, B–E). Taken together, these data show that CCL7 production by B cells mediates CM recruitment to lungs during IRI.

### CM recruitment to the lung after IRI is dependent on TLR4-TRIF signaling in B cells.

B cells express TLRs on their surface, which provides a cell-intrinsic mechanism to respond to innate immune signals (15). We and others have shown that endogenous substances, known as damage-associated molecular patterns (DAMPs), are released from injured cells at the time of transplantation (5, 28, 29). DAMPs can trigger inflammatory responses through innate immune pathways that signal through Toll/IL-IR (TIR) domain-containing adaptor molecules — myeloid differentiation primary response 88 (MyD88) and TIR-domain-containing adaptor-inducing interferon-β (TRIF) (28, 30). To determine whether signaling through MyD88 or TRIF in B cells following IRI has functional consequences, we transferred MyD88-deficient (MyD88^–/–^) or TRIF-deficient (TRIF^–/–^) splenic B cells into μMT mice. We observed that oxygenation was significantly improved in μMT mice that received TRIF^–/–^ cells compared with WT B cells (Figure 6A). Adoptive transfer of MyD88^–/–^ B cells did not result in improvements in lung function. In addition, the percentages and numbers of CMs as well as the proportion of extravasated neutrophils in the lung were decreased after injection of TRIF^–/–^ B cells when compared with WT B cells (Figure 6, B–F).

B cells are known to produce chemokines in response to different TLR signals (16, 31, 32). Within the TLR family, only TLR3 and TLR4 can drive downstream inflammatory responses via TRIF (29). To determine which TLR is responsible for TRIF-mediated B cell activation following hilar clamping, we adoptively transferred splenic B cells from TLR3- (TLR3^–/–^) or TLR4-deficient (TLR4^–/–^) mice into μMT recipients. We observed an improvement in oxygenation in μMT mice that received TLR4^–/–^ but not TLR3^–/–^ B cells compared with WT B cells (Figure 6A). The percentages and numbers of CMs in the lung as well as the percentage of extravasated neutrophils were decreased in mice that received TLR4^–/–^ B cells compared with WT B cells (Figure 6, B–F). Collectively, these data demonstrate that CM recruitment into the lung is dependent on TLR4-TRIF signaling in B cells.

### Lung IRI triggers BCR activation.

B cells express both TLRs and BCRs on their surface, and the downstream signaling of these receptors coordinates the B cell response to pathogen challenge as well as B cell survival, development, and antibody production under both physiological and pathological conditions (33). B cells express CD25 and CD30 on their surface after activation, and the expression of CD25 increases following TLR-mediated stimulation (34–36). To determine whether the BCR is activated after lung IRI, we hilar-clamped Nur77^GFP^ mice (B cells express GFP when their BCR recognizes antigen) (37) and measured GFP expression in activated B cells (CD25^+^CD30^+^). We observed an increased proportion and total number of CD25^+^CD30^+^ B cells expressing GFP in the lung compared with the spleen, indicating that there is endogenous antigen recognition by the BCR in these activated B cells in the injured lungs (Figure 7, A and B). Interestingly, a higher percentage of GFP^+^ B cells was extravasated compared with GFP^–^ B cells (Figure 7C). It has been shown that both immune (antigen-induced) and nonimmune (natural) IgM play a role in responses against pathogens and self-antigens (31). Naive B cells coexpress 2 BCR isotypes, IgM (monomer) and IgD (pentamer), with identical antigen-binding domains but distinct constant regions. These two receptors perform similar roles and can largely substitute for one another. The prevailing view is that IgM is more sensitive in recognizing “self” compared with IgD; B cells that identify self-antigens therefore decrease their surface IgM levels (38). We measured the mean fluorescence intensity (MFI) of IgM and IgD on lung GFP^+^ and GFP^–^ B cells. Indeed, we found that lung GFP^+^ B cells had a lower IgM MFI than lung GFP^–^ B cells but maintained similar IgD MFI levels (Figure 7D).

We hypothesized that synergistic BCR and TLR4 activation on B cells is required to mediate lung IRI and investigated whether blocking BCR activation has functional consequences. We adoptively transferred splenic B cells from IgHEL mice (39) (where the BCR is not activated unless it is stimulated by a specific antigen, hen egg lysozyme) into μMT mice 24 hours prior to hilar clamping. We observed improved oxygenation, decreased abundance of CMs, and reduced neutrophil extravasation in the lungs of μMT mice that received IgHEL compared with WT B cells (Figure 7, E–G). Taken together, these data suggest that the BCR on lung-infiltrating B cells recognizes endogenous antigens released during IRI and that the ability of B cells to mediate CM recruitment depends on their concomitant activation of TLR4 and their BCR.

### Recipient-derived B cells mediate CM recruitment and worsen IRI after murine lung transplantation.

In order to study the role of B cells in a more clinically relevant model of IRI, we performed syngeneic murine left lung transplants (40). We transplanted B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ (PepBoy) lungs (CD45.1) into congenic B6 WT or μMT mice (CD45.2), which allowed us to differentiate the contributions of donor- (CD45.1) versus recipient- (CD45.2) derived B cells to IRI. Donor lungs were harvested and exposed to warm ischemia (28°C) for 30 minutes prior to transplantation, as previously described (40). Lungs were analyzed 1 hour after engraftment (Figure 8A). We observed that oxygenation was significantly improved and the number and percentage of CMs were decreased after transplantation into μMT compared with WT recipients (Figure 8, B–D). Greater CM recruitment to the lung graft was associated with lower oxygenation levels (Figure 8E). Additionally, we found that the vast majority (~90%) of B cells that are present in lung grafts 1 hour after transplantation were of recipient origin (Figure 8, F and G). Our group has previously used 2-photon microscopy to study leukocyte dynamics in vivo (5, 6, 41). We performed intravital microscopy to further examine B cell recruitment into a transplanted lung. We transferred splenic B cells from β-actin–GFP mice to syngeneic lung transplant recipients (B6 WT to B6 WT). Two-photon microscopy revealed many B cells entering the pulmonary vasculature from the periphery immediately after engraftment. Some of the B cells could be seen flowing rapidly through the vessels, while other cells transited more slowly (Figure 8H and Supplemental Video 1). Consistent with our flow cytometric results, we also observed that some B cells had extravasated into the lung parenchyma (Supplemental Video 2). These findings indicate that recipient-derived B cells play an important role in mediating CM recruitment and tissue damage following lung transplantation.

We also performed temporal analysis of lung grafts after syngeneic lung transplantation. We found that similar to hilar clamping, lung function and inflammation improve over time (Supplemental Figure 3). Even though we did not find a difference in the number of B cells, we observed that the number of neutrophils (Ly6G) within graft significantly decreased over time (Supplemental Figure 3, B–D). For both syngeneic and allogeneic transplants, we found that graft function was comparable between B6 and μMT recipients at 24 hours after reperfusion (Supplemental Figure 4, A and B). We also observed that the percentage of CMs in grafts and neutrophil extravasation were decreased in μMT in both conditions. Lung-restrictive antibodies (LRAs) have been associated with a higher incidence of PGD after murine syngeneic lung transplantation (42, 43). Thus, we investigated whether LRAs are secreted by B2 B cells after hilar clamping. Interestingly, we found that LRA production against collagen V was elevated in both B6 WT and μMT mice compared with naive mice. This suggests that other B cell populations present in μMT mice (e.g., B1 B cells) could be responsible for the production of LRAs (Supplemental Figure 5A). Interestingly, complement 4d (C4d) deposition was seen in lungs only after allogeneic transplantation but not after hilar clamping or syngeneic transplantation (Supplemental Figure 5, B and C).

### Transcriptional diversity exists in recipient lung B cells following syngeneic transplantation.

To characterize the transcriptional landscape of B cells following warm ischemia in syngeneic lung transplantation, we performed single-cell RNA-Seq (scRNA-Seq) in naive and transplanted lungs 2 hours and 3 days after transplantation. 

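The single-cell data came from 1 library per condition, and cells of 2 mice were pooled for each. The transplanted left lungs had 60 minutes of cold ischemia and 45 minutes of warm ischemia before reperfusion, and the naive library came from left lungs without transplantation. The methods name a 3′ kit, whereas the sample labels list a 5′ and a 3′ kit for every library, so the chemistry of each library is not settled here. The deposited values were unnormalized unique molecular identifier (UMI) counts of genes in droplets called as cells. The file headers give Cell Ranger 7.1.0 for the naive library and Cell Ranger 6.0.0 for both transplant libraries, and whether intronic reads were counted is not given in the sources used here. The naive library held 2921 cells, the 2-hour library 10328 and the 3-day library 9016. Total UMIs were 28538529, 10749100 and 70750470, respectively. With 1 library per condition no test across mice can be made, and a difference between libraries cannot be separated from a difference in mice or cell preparation or, where the naive library is compared, in counting software. Counts were summed over the cells of a type in each library and divided by all UMIs of those cells, giving counts per 1000000 UMIs (CPM). Intervals are 95% intervals, exact Poisson for sums and exact Clopper-Pearson for shares, and cover counting error only. Gene positions are from GENCODE vM21 on GRCm38, where 32158 of the gene identifiers were found. The genome build behind the counts is not given in the sources used here.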

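The filters given in the methods kept 2422 cells of the naive library, 10283 of the 2-hour library and 8324 of the 3-day library. Median UMIs per kept cell were 7298.5, 878 and 5716.5, and median genes were 2534.5, 443 and 1944. Clusters of all cells, made with SCTransform and 30 principal components at a resolution of 0.8, were named from lists of marker genes. Clusters with markers such as Cd79a, Cd79b, Ms4a1, Ebf1, Pax5, Fcmr and Ighd were taken as B cells. B cells were 562 of the kept cells of the naive library, or 23.2% (95% interval 21.5% to 24.9%). At 2 hours they were 1663 cells, or 16.2% (95% interval 15.5% to 16.9%). At 3 days they were 1963 cells, or 23.6% (95% interval 22.7% to 24.5%). These are shares of sorted cells, CD45.1 in the transplant recipients, so the sort as well as the lung sets them. The sample descriptions give the same sort for the naive library, although naive mice hold no recipient cells. Different clusters held most B cells of each library: cluster 12 in the naive library, clusters 4 and 22 at 2 hours and cluster 2 at 3 days. Median UMIs per B cell were 6179.5 in the naive library, 758 at 2 hours and 5033 at 3 days. When a B cell was instead called one by one, from UMIs of marker genes and no Cd3 UMI, the 2-hour share was 7.51% at the lower depth of that library. T-like cells, used as the cells that should lack B cell and neutrophil transcripts, numbered 532, 2463 and 691. As with B cells, different clusters held most of them: cluster 13 in the naive library, clusters 3, 11 and 19 at 2 hours and cluster 8 at 3 days. NK-like cells lay mostly in cluster 14 in the naive library, cluster 6 at 2 hours and cluster 21 at 3 days. Neutrophil-like cells lay mostly in cluster 17 in the naive library, clusters 0, 5 and 16 at 2 hours and cluster 1 at 3 days. Cluster 18, with 43, 2 and 329 cells, was closest to T cells by their markers but stayed unnamed, since a marker of another type and none of theirs was among its 10 top genes.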

We sorted recipient (CD45.1) cells for scRNA-Seq and, after quality control, dimensional reduction, and cluster annotation, we focused on B cell states (Figure 9A). Specifically, we identified 8 transcriptionally distinct B cell states (Figure 9B). 

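The methods give neither the number of principal components nor the resolution, and name no integration of the libraries. The B cells were clustered again by the same steps, and the lowest resolution on the grid that gave 8 clusters was 0.2. Resolutions of 0.4, 0.8 and 1.2 gave 11, 13 and 19 clusters. The number rose with the resolution. In the numbering used here, which is not the paper's, cluster 4 held 213 cells led by S100a8, Retnlg, S100a9 and Il1b, and 52.1% of its cells were called doublets by Scrublet. Cluster 7 held 47 cells led by Cd3d and Trbc2, of which 83.0% were called doublets. With the called doublets removed before clustering, the same resolution gave 7 clusters. A cluster led by S100a8, S100a9 and Retnlg remained, with 106 cells: 8 naive, 37 at 2 hours and 61 at 3 days. No cluster led by Cd3d remained.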

Cell composition analysis showed that the postischemic lung had unique recipient B cell states compared with naive lungs. In particular, cluster 0 expanded over time and cluster 4 was most enriched at 2 hours compared with naive lungs and grafts 3 days after transplantation (Figure 9, B and C). 

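Of the 8 clusters, 5 took at least 90% of their cells from 1 library, and these held 86.1% of all B cells. Cluster 0 held 82.6% of the B cells of the 3-day library, cluster 1 held 68.4% of those of the 2-hour library and cluster 2 held 96.1% of those of the naive library. With 1 library per condition, such a cluster cannot be separated from its library. When the 3 libraries were integrated by Seurat anchors, a step added after the data had been seen, the lowest resolution with 8 clusters gave 0 clusters with at least 90% of their cells from 1 library. Integration aligns cells across libraries, so this outcome cannot tell technical differences between libraries from real ones. It also used log-normalized counts without regression of the mitochondrial percentage or UMI count. The largest integrated cluster then held 71.4% of naive B cells, 66.0% at 2 hours and 76.7% at 3 days.

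**Figure D1:**
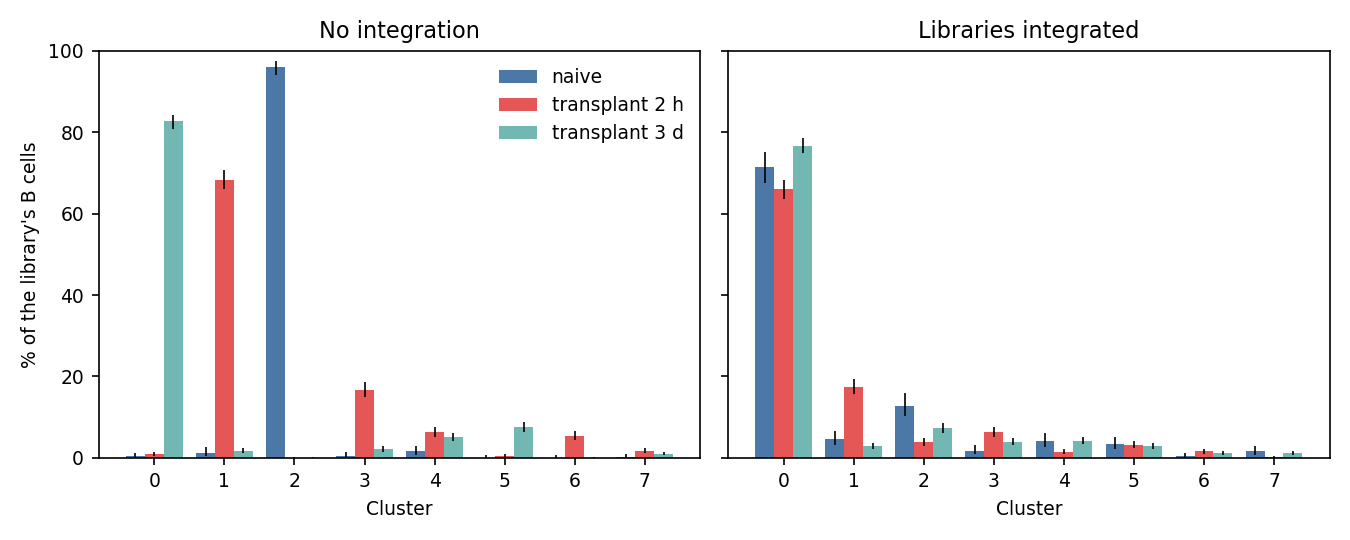
Share of each library's B cells in each cluster, without integration (left) and with the libraries integrated (right). Bars are percentages of the B cells of the naive, 2-hour and 3-day libraries and lines are exact 95% binomial intervals, which cover counting error only. Without integration 1 cluster holds most cells of each library, and with integration cluster 0 holds most cells of all 3. Integration aligns cells across libraries, so the right panel cannot tell technical differences from real ones.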

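Cluster numbers are arbitrary, so a cluster was set beside each of the paper's by the genes that Supplemental Table 1 lists first. For cluster 4 these were the 10 genes listed directly after Bc1, immediate-early and heat-shock genes (Fos, Jun, Klf2, Hspa1b, Dnajb1, Dnaja1, Hspa1a, Hspa8, Hsp90aa1 and Dusp1). The cluster highest in them held 0.534% of naive B cells, 16.8% at 2 hours and 2.09% at 3 days. Bc1, which the table lists first for cluster 4, led the cluster set beside cluster 0. Because these genes themselves differ between the libraries, the clustering was repeated without the 13 genes used to pick clusters. The cluster picked then held 1.07% of naive B cells, 84.1% at 2 hours and 3.67% at 3 days, most of the 2-hour library. Over all B cells, whatever their cluster, the 10 genes summed to 1967 CPM in the naive library, 7287 CPM at 2 hours and 2652 CPM at 3 days. The log2 ratio was 1.89 (95% interval 1.85 to 1.93) for 2 hours to naive and 1.46 (95% interval 1.43 to 1.49) for 2 hours to 3 days. In T-like cells the same genes summed to 2210.2, 5342 and 2692 CPM, a log2 ratio of 1.27 (95% interval 1.24 to 1.31) for 2 hours to naive. Fos in B cells was 105 CPM in the naive library, 843 CPM at 2 hours and 131 CPM at 3 days. Subtracting the log2 ratio of T-like cells moved the ratio of 2 hours to naive the most, to 0.62. For cluster 0 the table lists Kdm6b, Vps37b and H2-Aa. The cluster highest in these 3 genes held 0% of naive B cells, 5.47% at 2 hours and 0% at 3 days, where 0 cells allow, at 3 counts of the total, a share of up to 0.534% in the naive library and 0.153% at 3 days. With the libraries integrated, after the data had been seen, it held 71.4% of naive B cells, 66.0% at 2 hours and 76.7% at 3 days. Kdm6b in B cells was 266 CPM in the naive library, 947 CPM at 2 hours and 326 CPM at 3 days. Vps37b was 998 CPM in the naive library, 531 CPM at 2 hours and 765 CPM at 3 days. H2-Aa was 3933 CPM in the naive library, 6237.5 CPM at 2 hours and 4515 CPM at 3 days. None of the 3 genes was highest at 3 days.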

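Foxp1 (ENSMUSG00000030067; chromosome 6, 98925338 to 99522721) and Bach2 (ENSMUSG00000040270; chromosome 4, 32238804 to 32586108) encode transcription factors. Foxp1 in B cells was 5024 CPM in the naive library, 822 CPM at 2 hours and 1075 CPM at 3 days. Bach2 was 2651 CPM in the naive library, 154 CPM at 2 hours and 227 CPM at 3 days. The 5 genes that Figure 9D shows for naive lungs (Foxp1, Arhgap15, Pde3b, Bach2 and Aff3) summed to 14238, 1425 and 2014 CPM. The log2 ratio was 3.32 (95% interval 3.26 to 3.38) for naive to 2 hours and 2.82 (95% interval 2.80 to 2.84) for naive to 3 days. T-like cells had 9017, 914 and 1140.0 CPM, with log2 ratios of 3.30 and 2.98. Neutrophil-like cells had a log2 ratio of naive to 3 days of 3.30. After subtracting the log2 ratio of T-like cells, B cells had 0.02 for naive to 2 hours and -0.16 for naive to 3 days. With each cell thinned to 500 UMIs, Bach2 was found in 69.0% of naive B cells, 7.01% at 2 hours and 10.5% at 3 days, and in 58.6%, 5.14% and 7.24% of T-like cells. Unthinned, the B cell shares were 98.9%, 11.9% and 61.3%. Thinning left out 65 B cells and 14 T-like cells of the 2-hour library. All 5 genes carry more than 100 kb of introns. Among genes with over 100 kb of introns the median log2 ratio of naive to 3 days was 1.62 in B cells and 1.64 in T-like cells. Among genes without an intron it was -0.57 and -0.41.

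**Figure D2:**
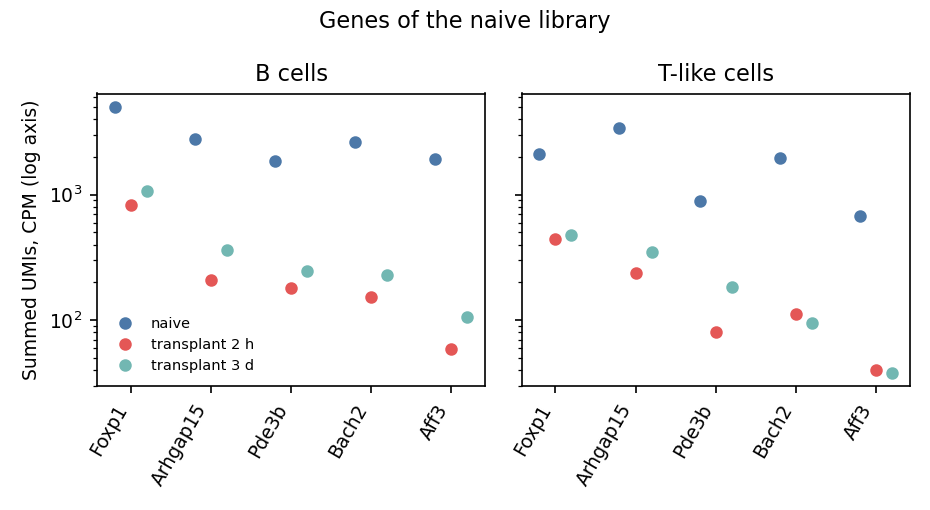
Summed UMIs in CPM (log axis) of the 5 genes of Figure 9D for naive lungs, in B cells and in T-like cells of the naive, 2-hour and 3-day libraries. Points are single libraries, so there are no error bars. Each of the 5 genes is highest in the naive library in both cell types.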

In naive lungs, B cells highly expressed transcription factors involved in B cell differentiation, such as *Foxp1* and *Bach2* (Figure 9D). At 2 hours after reperfusion, recipient B cells highly expressed alarmins (*S100a8*, *S100a9*), proinflammatory cytokines (*Il1b*), and interestingly, a neutrophil chemoattractant *Cxcl2* (Figure 9D). 

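S100a8 (ENSMUSG00000056054; chromosome 3, 90668978 to 90670035) in B cells was 153 CPM in the naive library, 589 CPM at 2 hours and 629 CPM at 3 days. S100a9 was 198 CPM in the naive library, 1002 CPM at 2 hours and 983 CPM at 3 days, so neither alarmin was higher at 2 hours than at 3 days by more than counting error. Il1b was 37.9 CPM in the naive library, 477 CPM at 2 hours and 265 CPM at 3 days. Cxcl2 was 15.6 CPM in the naive library, 527 CPM at 2 hours and 206 CPM at 3 days. With Retnlg, the 5 genes that Figure 9D shows for 2 hours summed to 412, 2939.8 and 2153 CPM. The log2 ratio was 2.83 (95% interval 2.75 to 2.92) for 2 hours to naive and 0.45 (95% interval 0.40 to 0.50) for 2 hours to 3 days. These intervals take UMIs as independent, although they cluster in cells, so they leave out the sampling of cells. In the naive library 6 B cells held 70.9% of the UMIs of the 5 genes, and the other naive B cells had 123 CPM. T-like cells had 417, 2311 and 1770.1 CPM, and NK-like cells 370.5, 2600.4 and 4194 CPM. Neutrophil-like cells, which made up 42.9% of the kept cells at 2 hours, had 78304 CPM in that library. At 2 hours 384 B cells, or 23.1%, had a UMI of any of the 5 genes, against 24.9% of T-like cells, at median depths of 758 and 1127 UMIs. Most of the UMIs lay in few cells. The 96 B cells with at least 5 UMIs of these genes, 5.77% of B cells (95% interval 4.70% to 7.00%), held 92.4% of those UMIs, and 4 B cells lay near that limit, with 3 to 6 of them. In T-like cells 5.52% of cells held 91.9%, and in NK-like cells 5.28% held 91.4%. Scrublet called 69.8% of these B cells doublets, against 1.53% of the other B cells. Outside these cells the 5 genes summed to 249 CPM in B cells, 208 CPM in T-like cells and 248 CPM in NK-like cells. After subtracting the log2 ratio of T-like cells, added after the data had been seen, B cells had 0.36 for 2 hours to naive and 0.065 for 2 hours to 3 days. Removing B cells with myeloid or Cd3 UMIs kept 288 of the naive, 1500 of the 2-hour and 510 of the 3-day B cells. Among cells so unevenly kept, the log2 ratio was 1.92 for 2 hours to naive and -0.35 for 2 hours to 3 days. In B cells outside the cluster led by S100a8 the log2 ratio was 0.98 for 2 hours to naive and -1.49 for 2 hours to 3 days. With called doublets removed, the log2 ratio of 2 hours to 3 days was -0.52, the opposite direction.

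**Figure D3:**
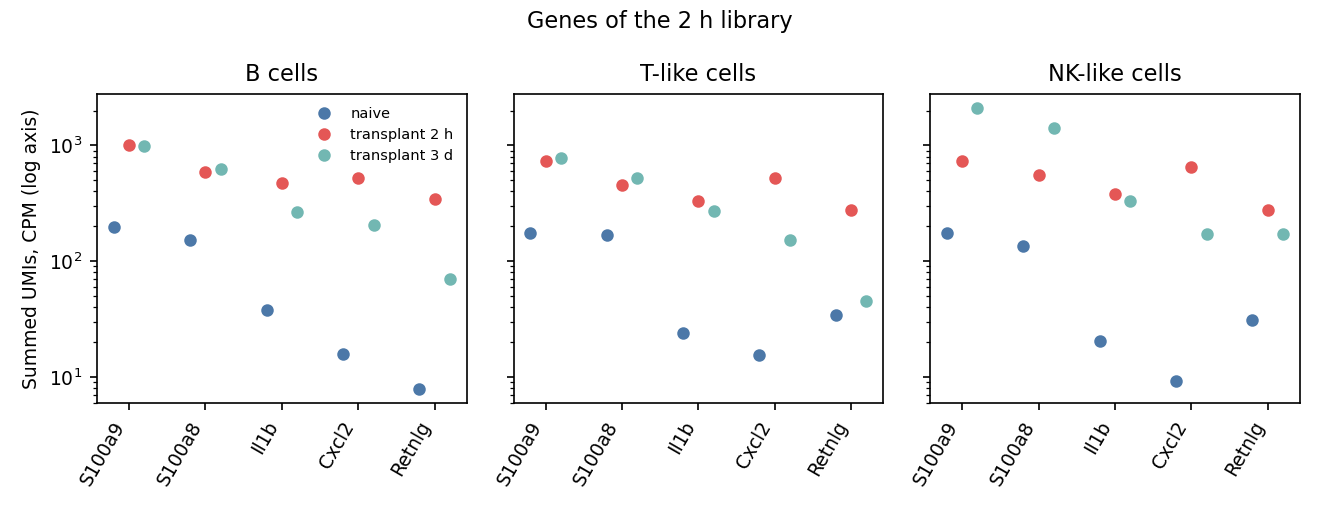
Summed UMIs in CPM (log axis) of the 5 genes of Figure 9D for 2 hours, in B cells, T-like cells and NK-like cells of the naive, 2-hour and 3-day libraries. Points are single libraries, so there are no error bars. In all 3 cell types each of the 5 genes is lower in the naive library than at 2 hours.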

At 3 days after reperfusion, the most strongly expressed genes were ribosomal, suggesting active protein production (Figure 9D). 

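The 4 ribosomal protein genes of Figure 9D were higher at 3 days than in the other libraries in B cells, and also in T-like cells. Rps19 in B cells was 2908 CPM in the naive library, 1673 CPM at 2 hours and 4747 CPM at 3 days. Rpl12 was 1979.9 CPM in the naive library, 1229 CPM at 2 hours and 3761 CPM at 3 days. Rps15 was 1219 CPM in the naive library, 585 CPM at 2 hours and 2594 CPM at 3 days. Rpl13a was 2358 CPM in the naive library, 1594 CPM at 2 hours and 4426 CPM at 3 days. In T-like cells Rpl12 was 4010.0 CPM in the naive library, 2011 CPM at 2 hours and 6806 CPM at 3 days. The mitochondrial gene mt-Co3, which the figure also shows, was 7542 CPM in the naive library, 3983 CPM at 2 hours and 10663 CPM at 3 days in B cells and 6846, 3376 and 9814 CPM in T-like cells.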

Correspondingly, pathway analysis revealed that immune receptor binding and activation was pronounced at 2 hours and ribosomal RNA binding was highest at 3 days after reperfusion (Figure 9E). Collectively, our results show that ischemia in the setting of lung transplantation leads to a temporal diversification of recipient B cells with functionally distinct cell states in early and late phases of injury.

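The Gene Ontology results behind Figure 9E were not analysed here, and families of genes were taken by symbol. The 86 genes with ribosomal protein symbols, which include Rps19bp1, took 17.0% of B cell UMIs in the naive library, 22.5% at 2 hours and 23.2% at 3 days. The log2 ratio was 0.45 (95% interval 0.44 to 0.45) for 3 days to naive and 0.04 (95% interval 0.04 to 0.05) for 3 days to 2 hours. In T-like cells the shares were 27.6%, 30.6% and 34.8%, and after subtracting their log2 ratio that of 3 days to 2 hours in B cells was -0.14. The 94 genes with symbols of cytokine and chemokine receptors, which include the antagonist Il1rn, summed to 2793 CPM in naive B cells, 5938 CPM at 2 hours and 3248 CPM at 3 days. The log2 ratio was 1.09 (95% interval 1.05 to 1.13) for 2 hours to naive and 0.87 (95% interval 0.84 to 0.90) for 2 hours to 3 days. In T-like cells the ratio of 2 hours to naive was 0.35. Cxcr4 made up the largest part at 2 hours: it was 191 CPM in the naive library, 2673 CPM at 2 hours and 299 CPM at 3 days in B cells. Ccr7 was 437 CPM in the naive library, 996 CPM at 2 hours and 433 CPM at 3 days. Without Cxcr4, an alternative added after the data had been seen, the log2 ratios in B cells were 0.33 (95% interval 0.28 to 0.38) and 0.15 (95% interval 0.10 to 0.19), and in T-like cells 0.25 and 0.33. For 2 hours to 3 days this ratio was larger in T-like cells than in B cells, and their subtraction was not run without Cxcr4. No alternative that was run changed the direction of the receptor ratios. Subtracting the log2 ratio of T-like cells, also added after the data had been seen, moved them to 0.73 for 2 hours to naive and 0.45 for 2 hours to 3 days.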

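By a rule set before the data were examined, the 5 genes that most exceeded the other libraries in B cells were taken for each library, immunoglobulin genes aside. For the naive library they were Kcnq5, Immp2l, Cmss1, Agbl1 and Gphn. Cmss1 was 1253 CPM in the naive library, 20.0 CPM at 2 hours and 9.64 CPM at 3 days in B cells and 1414, 12.8 and 11.9 CPM in T-like cells. For 2 hours they were Hist1h3e, Bc1, Hist1h4h, Pdcd4 and Cxcr4. Pdcd4 was 137 CPM in the naive library, 1481 CPM at 2 hours and 146 CPM at 3 days in B cells and 357, 1814 and 240.5 CPM in T-like cells. For 3 days they were Fn1, Saa3, S100a4, Arg1 and Ctsl. Fn1 was 8.09 CPM in the naive library, 2.00 CPM at 2 hours and 116 CPM at 3 days in B cells and 5.34, 1.32 and 81.3 CPM in T-like cells. In T-like cells 12 of these 15 genes were also highest in the same library by more than 2-fold, the exceptions being Agbl1, S100a4 and Ctsl. From the clusters, their composition and the genes and pathways of each time point, the paper concludes that ischemia in lung transplantation diversifies recipient B cells over time into states that differ between early and late injury.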

### The presence of B cells correlates with higher levels of CM recruitment and neutrophilic extravasation after human lung transplantation.

To correlate our findings in mice to human lung transplants, we collected lung specimens at the time of back-table preparation (before transplant) and approximately 2 hours after reperfusion (after transplant). In humans, B2 B cells are defined as CD20^+^CD19^+^CD43^–^CD27^–^, B1 B cells as CD20^+^CD19^+^CD43^+^CD27^+^ (Figure 10A), neutrophils as CD45^+^CD11b^+^CD15^+^, and CMs as CD45^+^CCR2^+^CD11b^+^CD14^++^CD16^–^ (Supplemental Figure 6, A–C). We observed a significantly increased abundance of B2 B cells on both flow cytometry and immunostaining after transplant compared with before transplant (Figure 10, B and C). We also observed an increase in abundance of CMs and neutrophils in the lung parenchyma (Figure 10, D and E). The presence of neutrophils in the bronchoalveolar lavage (BAL) fluid is a surrogate for neutrophil extravasation. Examination of recipient BAL fluid demonstrated a larger proportion of neutrophils 2 hours after transplant compared with that before transplant (Figure 10F and Supplemental Figure 6B). We found a positive correlation between the percentages of CMs and B cells in the lung graft as well as a positive correlation between the number of B cells in lung graft and the percentage of neutrophils in the BAL (Figure 10, G and H). Most importantly, we identified an inverse correlation between the number of B cells in the lung after reperfusion and the PaO_2_/FiO_2_ ratio of transplant recipients up to 72 hours, suggesting that increased abundance of B cells is associated with worsened lung allograft function (Figure 10I). These data extend our findings in mice and suggest that B cells could play a similar role in mediating CM recruitment and neutrophil extravasation following human lung transplantation.

## Discussion

Using murine lung hilar clamping and transplant models of IRI, we show that B cells are critical early contributors to the recruitment of CCR2^+^ CMs into the lung, which then cause neutrophil extravasation and subsequent organ dysfunction. Importantly, we corroborate these findings in human lung transplant recipients. Most notably, we found that the abundance of B cells correlates inversely with postoperative lung function in recipients, expressed as lower postoperative PaO_2_/FiO_2_ ratio.

Mechanistically, we demonstrate that recipient-derived B cells traffic to the lung very shortly after reperfusion. The ensuing inflammatory response in the graft then results in rapid activation of both TLR4-TRIF and BCRs on B cells, which drives their production of the monocyte chemokine CCL7. Previous studies of heart and kidney IRI have shown that B cell–derived CCL7 increases monocyte recruitment (20, 21), a finding which we corroborate in the lung. However, the cell-intrinsic mechanism responsible for B cell activation and CCL7 production after lung IRI has not been previously described to our knowledge. We propose that the release of specific local signals (e.g., DAMPs) (44) after ischemic injury results in rapid TLR4 engagement on lung-infiltrating B cells. Signaling through TRIF leads to the production of inflammatory cytokines such as type I interferons and results in the upregulation of B cell activation markers, proliferation, cytokine and immunoglobulin secretion, and terminal differentiation (45–47). Our adoptive transfer experiments demonstrated that TLR4 signaling through TRIF in B cells mediates CM recruitment to the injured lung after IRI.

Neutrophils critically mediate the extensive inflammatory response following IRI, but their trafficking mechanisms vary by organ (5, 7, 41, 48, 49). Upon arrival at the site of injury, neutrophils exacerbate lung damage via production of reactive oxygen species, formation of neutrophil extracellular traps, and blockade of capillaries preventing tissue reperfusion, leading to loss of endothelial barrier integrity and release of proinflammatory cytokines (29, 50–52). Furthermore, warm ischemia exacerbates IRI in both clinical and experimental settings (53). While depletion of neutrophils attenuates IRI in several animal models, the critical role that they play in host defense makes global neutrophil depletion strategies to reduce IRI not clinically practical (54, 55). Neutrophils were thought to be the first innate immune cell type to enter the lung during infection or sterile inflammation; however, studies from our group have demonstrated that monocyte extravasation temporally precedes neutrophil extravasation in the setting of transplant-induced inflammation (6, 7). Our current results extend these observations by demonstrating that B cells act even further upstream of monocytes during lung IRI. This finding suggests that B cells may be targeted to decrease lung dysfunction following IRI.

In a mouse lung transplant model with warm IRI, recipient B cells have been shown to contribute to chronic lung allograft rejection, airway and parenchymal fibrosis, and formation of circulating autoantibodies (56). We build upon these findings by demonstrating on intravital 2-photon microscopy that rapid recruitment of recipient B cells occurs within 1 hour of reperfusion. It is worth noting that, while the majority of B cells in the allograft are recipient-derived, there is also a small population of donor B cells. Donor-derived B cells have been shown to play a protective role against IRI, possibly via downregulation of donor neutrophil and monocyte numbers (57). While our current study conclusively shows that recipient B cells potentiate IRI, the role of donor B cells needs to be explored in future studies.

Clinically, PGD occurs within the first 72 hours after transplantation. PaO_2_ readings attributed to the left lung improve by 24 hours after reperfusion in both the hilar clamp and transplant models, suggesting that some degree of recovery occurs after the immediate insult of IRI. Both B cell and neutrophil abundance is highest at 1 hour after reperfusion and declines over time. This could in part be explained by the immediate increase in vascular permeability seen with acute lung inflammation, which improves over time. Interestingly, we see a higher number of CMs in the lung at 24 hours after reperfusion as compared with 1 hour and 72 hours (Figure 4E and Supplemental Figure 7). We speculate that the B cell–CM-neutrophil axis potentiates IRI in the early hours following reperfusion, but the driver of monocyte recruitment may shift to another cell type by 24 hours. CCR2 on CMs binds two monocyte chemoattractants, CCL2 and CCL7, which facilitate the release of CMs from the bone marrow into the circulation and to sites of inflammation (58, 59). Our group has previously published that, at 24 hours after transplant, alveolar macrophages facilitate CM recruitment to the injured lung through their production of CCL2 (8). In this study, B cell–derived CCL7, but not CCL2, is necessary for CM recruitment at 1 hour after reperfusion. Thus, it appears that CCL7 produced by B cells plays an earlier role in the recruitment of CMs, while CCL2 production by alveolar macrophages may become more critical at later time points.

Allogeneic transplantation showed that recipient B cells were similarly associated with CM recruitment and neutrophil extravasation as in syngeneic transplants. The main difference was the presence of C4d deposition in allogeneic transplants, which was absent in the setting of hilar clamping and syngeneic transplantation. Thus, it seems that recipient B cells recruit CMs to the lung graft irrespective of the presence of alloantigens. However, the presence of alloantigens may predispose to C4d deposition in grafts (8). While we showed that these early graft-infiltrating B cells are not instrumental in secreting LRAs (43), whether they produce alloantibodies responsible for complement deposition and antibody-mediated rejection is unclear and warrants further investigation.

We have established an innate immune role played by B cells in the recruitment of CMs after IRI, which depends on concomitant activation of the BCR and TLR4 receptors shortly after reperfusion. We speculate that the dual engagement of BCR and TLR4 on B cells at 1 hour may link their innate and later adaptive immune functions (60). Once antigen bound, BCRs are internalized, and the activated B cell can present antigen to T cells (61) — this corresponds to the decreased surface IgM levels we observed on lung B cells after IRI. Additionally, BCR activation alone cannot induce CSR without costimulation provided either by TLR4 ligands or by CD40L (62–64). Thus, it is possible that the early coactivation of BCR and TLR4 on B cells following IRI facilitates antigen-specific CSR to produce high-affinity antibodies and generation of immunological memory.

We postulate that DAMPs/endogenous antigens released from tissue injury following a period of ischemia could bind both TLRs and BCRs on B cells after reperfusion (44). Possible candidate TLR4 ligands include HMGB1 (65–67), heat shock proteins, hyaluronan, fibrinogen, and S100 proteins (68). Identification of the specific DAMP(s) responsible for B cell activation is an important area for future investigation. Another question that warrants further exploration is the location of B cell antigen binding. We observed that most of the activated B cells are extravascular, which raises the question of whether intravascular antigen exposure facilitates B cell extravasation or B cell extravasation is a prerequisite for intraparenchymal antigen exposure. It has been demonstrated that intravascular NCM antigen presentation to CD4^+^ T cells is required for subsequent T cell migration across endothelial layers (69, 70).

In our murine hilar clamp model, we have demonstrated the efficacy of preischemia depletion of B cells with anti-CD20 neutralizing antibody in reducing subsequent CM recruitment and improving lung oxygenation. Human monoclonal anti-CD20 therapies (i.e., rituximab) exist and are used to treat B cell lymphomas and posttransplant lymphoproliferative disorders (71). Ku et al. have demonstrated effective B cell depletion by delivering rituximab to human donor lungs using ex vivo lung perfusion (72). A randomized controlled trial demonstrated that rituximab induction therapy may reduce early donor-specific antibody production in pediatric lung transplant recipients (73). Even more recently, chimeric antigen receptor T cell (CAR T cell) therapies have been used to target B and plasma cells in the treatment of large B cell lymphoma and multiple myeloma (74, 75). In fact, there is an upcoming clinical trial investigating the use of CAR T cell depletion of B and plasma cells in kidney transplant candidates with high panel-reactive antibodies (i.e., preexisting alloantibodies), with the goal of desensitizing these patients and improving donor-recipient matching (76). We acknowledge that global depletion of B cells could also affect regulatory phenotypes, and depletion of the latter may have deleterious effects on graft tolerance (77). Interestingly, we found at least 8 genetically distinct subsets of B cells that infiltrate the lung after reperfusion based on scRNA-Seq data. There is immense therapeutic potential in gaining a better understanding of the identity and fate of these B cell subsets, which will be the focus of future investigation.

In summary, our study uncovers a role for B cells in the pathogenesis of lung IRI. We introduce a mechanism by which lung-infiltrating B cells initiate a cell-intrinsic signaling cascade that results in CM recruitment and neutrophil-mediated lung dysfunction following IRI. Additionally, we show that this signaling cascade is triggered by the dual activation of both the BCR and TLR4 receptors on B cells, which may have implications for the development of later adaptive immune responses. Our study adds to the existing understanding of immune mechanisms that mediate transplant-associated IRI (5, 7, 8, 41, 78–80) and lays the foundation for development of B cell–targeting therapies in the perioperative period of lung transplantation (81, 82).

## Methods

### Sex as a biological variable

Our study examined male and female animals, and similar findings are reported for both sexes.

### Human samples

Donor lung specimens were obtained at 2 time points: (a) during back-table preparation of the donor block and (b) approximately 120 minutes after graft reperfusion. Lung specimens were transported to the laboratory in cold saline and processed for flow cytometry. BAL fluid samples were obtained via bronchoscopy from the recipient before the start of the lung transplant procedure and 2 hours after implantation/reperfusion. ABGs were collected from transplant recipients within 72 hours after transplantation.

### Mice and procedures

#### Mice.

WT C57BL/6J (B6), B6.129S2-Ighm*^tm1Cgn^*/J (μMT), BALB/cJ (BALB/c), B6.129S4-Ccl2*^tm1Rol^*/J (CCL2^–/–^), B6.129S4-Ccl7*^t1lfcl^*/J (CCL7^–/–^), B6.129S1-Tlr3*^tm1Flv^*/J (TLR3^–/–^), B6(74)-Tlr4^tm1.2Karp^/J (TLR4^–/–^), C57BL/6J-Ticam1*^Lps2^*/J (TRIF^–/–^), B6.129P2(SJL)-Myd88*^tm1.1Defr^*/J (MyD88^–/–^), B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ (Pepboy or B6 CD45.1), C57BL/6-Tg(Nr4a1-EGFP/cre)820Khog/J (Nur77^GFP^), C57BL/6-Tg (IghelMD4)4Ccg/J (IgHEL), and C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ (β-actin-GFP) mice were obtained from The Jackson Laboratory. All mice were maintained in a dedicated pathogen-free animal facility at Washington University and were used for the described experiments at 8–10 weeks of age. Male and female mice were used randomly.

#### Lung hilar clamping.

Mice were anesthetized with intraperitoneal injection of ketamine (80–100 mg/kg of body weight) and xylazine (8–10 mg/kg of body weight), intubated orotracheally with a 20 G angiocatheter connected to a small-animal ventilator (Harvard Apparatus). The animals were secured on a thermal pad at 28°C and maintained under general anesthesia with 1.2%–1.7% isoflurane at 1 mL/min and with fraction of inspired oxygen of 100%. A left thoracotomy in the fourth intercostal space was performed and a rib retractor was placed. The inferior pulmonary ligament was divided, and the hilum was dissected. The pulmonary artery, pulmonary veins, and main stem bronchus were occluded securely with releasable 4-0 silk suture ligation for 30 minutes. Following 30 minutes of ischemia, the hilar ligation suture was released, allowing the left lung to reperfuse for 60 minutes. Fluorochrome-labeled antibody (anti-Ly6G, anti-Ly6C, or anti-CD19) was injected into the IVC 5 minutes prior to sacrifice. This allowed for subsequent measurement of neutrophil, CM, and B cell extravasation, respectively, into the lung parenchyma. For selected experiments, mice were treated with 25 ng anti-CCL7 antibody (AF-456-NA, R&D Systems) or 25 ng anti-CCL2 antibody (AF-479-NA, R&D Systems) i.v. 24 hours prior to hilar clamp. For B cell depletion, anti-mouse CD20 antibody (clone MB20-11, Bio X cell) (200 μg i.v. + 200 μg i.p.) was administered 4 days prior to hilar clamping.

#### ABG assessment.

The laparotomy was extended into bilateral clamshell thoracotomy. The right pulmonary hilum was dissected and occluded with 4-0 silk suture ligation at 4 minutes prior to the end of reperfusion. At the end of the 60-minute reperfusion period, approximately 200 μL arterial blood was aspirated from the left ventricle. ABG was measured using an iSTAT Portable Clinical Analyzer (iMALE STAT Corp). The left lung was then harvested for analysis.

#### Murine lung transplantation.

Orthotopic left lung transplantation was performed from a Pepboy or BALB/c donor into a congenic B6 WT or μMT mouse, as described previously (40). Following donor lung harvest, the graft was kept in a water bath at 28°C for 30 minutes of warm ischemia. Follow graft implantation into the recipient, the lung was reperfused for 1 hour prior to sacrifice. ABG was obtained prior to the end of reperfusion as described above.

#### Two-photon intravital microscopy.

B cells (~3 × 10^6^) isolated from β-actin–GFP mice were injected i.v. into the recipient of a syngeneic left lung transplant with 30 minutes of warm ischemia followed by 1 hour of reperfusion, as described above. One hour after reperfusion, mice were anesthetized and reintubated. 8 μL dextran-rhodamine B (30,000MV, Invitrogen), suspended in 150 μL phosphate-buffered saline was injected i.v. to label blood vessels. Mice were placed in right lateral decubitus position; the thoracotomy was reopened and left third to sixth ribs were resected to create a small left thoracic window. Lungs were imaged with a custom-built 2-photon microscope using SlideBook acquisition software (A&B Software). For time-lapse imaging, we averaged 22 video-rate frames (0.75 seconds per slice) during the acquisition. Each plane represents an image of 220 × 240 μm in the *x* and *y* dimensions (6).

### Multicolor flow cytometry

Lung tissue was digested in RPMI 1640 solution containing type 1 collagenase (0.5 mg/mL) (Worthington Biochemical Corporation) and 5 U/mL DNase I (MilliporeSigma) for 60 minutes. Single suspension was then created by passing the digested lung and spleen tissue through a 70-μm strainer, followed by erythrocyte lysis with Ammonium-Chloride-Potassium lysing buffer (Quality Biological), and then passing final cells through a 40-μm strainer. Cells were Fc blocked for 15 minutes using anti-mouse CD16/CD32 (clone 93, Invitrogen) prior to surface antibody staining. Flow antibodies against mouse included CD45 (clone 30-F11, Thermo Fisher Scientific; clone 30-F11, BD Biosciences), CD19 (clone eBio1D3[1D3], Thermo Fisher Scientific; 1D3, BD Biosciences), CD45R (clone RA3-6B2, BD Biosciences), Ly6G (clone RB6-8C5, eBioscience; clone 1A8, BD Biosciences; clone 1A8, BioLegend), Ly6C (clone HK1.4, BioLegend), CD43 (clone S7, BD Biosciences), CD11b (clone M1/70, Thermo Fisher Scientific; clone M1/70, BioLegend), CCR2 (clone SA203G11, BioLegend), IgM (clone II/41, Thermo Fisher Scientific; clone eB121-15F9, Thermo Fisher Scientific; clone R6-60.2, BD Biosciences), IgD (clone 11-26c.2a, BD Biosciences), CD25 (clone PC61, BD Biosciences), CD30 (clone CD30.1, BD Biosciences), CD5 (clone 53-7.3, Thermo Fisher Scientific), CD45.1 (clone A20, BioLegend), and CD45.2 (clone 104, BioLegend; clone 104, eBioscience; clone 104, Thermo Fisher Scientific). Flow antibodies against human included CD3 (clone SK7, BioLegend), CD20 (clone 2H7, BD Biosciences), CD19 (clone HIB1g, BD Biosciences), CD27 (clone L128, BD Biosciences), CD45 (clone 2D1, BioLegend), CD16 (clone 3GB, BD Biosciences), CD14 (clone M5E2, BD Biosciences), CD11b (clone M1/70, BioLegend), CD15(clone W6D3, BioLegend), CCR2 (clone 48607, R&D Systems), IgM (clone G20-127, BD Biosciences), CD5 (clone L17F12, BioLegend), and CD43 (clone 1G10, BD Biosciences). Samples were run on a FACScan 4 (BD). Acquired data were analyzed with FlowJo v10.8 (FlowJo, BD).

### B cell isolation and adoptive transfer experiments

From single-cell suspension, B cell isolation was performed using a negative selection B cell isolation kit (Miltenyi Biotec). For adoptive transfer experiments, B cells were isolated from spleens of B6 WT, CCL2^–/–^, CCL7^–/–^, TLR3^–/–^, TLR4^–/–^, TRIF^–/–^, MyD88^–/–^ IgHEL, and β-actin–GFP mice. Twenty-four hours prior to left lung hilar clamping, approximately 10^6^ B cells were injected via the right internal jugular vein.

### mRNA isolation and RT-qPCR

From single-cell suspension made as described above, total RNA was extracted using an RNeasy Micro Kit (Qiagen) and reverse transcribed with iScript Reverse Transcription Supermix (Bio-Rad). The following primers were used: CCL7 forward (GGTGGCAAGAAGTAGGGTGT), CCL7 reverse (TGGTGTCAGCTTGTCAGAGAC), CCL2 forward (GAGAGCAACACAGGTTGGGA), and CCL2 reverse (GGAAGGACTGGGGCTTTTGT). Relative expression of the transcripts was determined according to the ΔΔCt method using S18 as reference for normalization.

### ELISA

Mouse serum anti-collagen V antibodies were measured using a commercially available ELISA kit (MBS9365767, MyBiosource). Briefly, the plate was precoated with recombinant murine partial collagen V, α1. The serum samples were bound to collagen V with 2 hours of incubation at room temperature. Polyclonal goat anti-mouse IgG, IgM-HRP, and TMB substrate were used for detection, as per the manufacturer’s protocol. The reactions were quantified with optical density measurement at 450 nm using a Synergy/HTX Multimode reader (BioTek).

### Histology and immunostaining

Harvested lung tissues were fixed with 4% paraformaldehyde, embedded in paraffin, and were stained with H&E. For IHC, paraffin sections were deparaffinized and rehydrated, followed by antigen retrieval in citrate buffer (pH 6.0, Vector Laboratories). Endogenous peroxidase activity was quenched with 3% H_2_O_2_, and the nonspecific binding was blocked with serum and avidin/biotin blocking kit (SP2001, Vector Laboratories). Slides were incubated with 1:1,000 rat anti-mouse B220 (clone RA3-6B2, eBioscience), 1:1,000 rat anti-mouse Ly6G (clone 1A8, BioLegend), and 1:200 polyclonal rabbit anti-mouse C4d (HP8033, Hycult Biotech) overnight at 4°C. Following primary antibody incubation, biotinylated secondary anti-rat or anti-rabbit antibodies were applied followed by the Vector ABC elite staining kit (PK-6104, PK-6101) according to the manufacturer’s instructions. Finally, slides were incubated with 3,3′-diaminobenzidine substrate for detection and counterstained with hematoxylin for nuclear staining. For immunofluorescence staining, after antigen retrieval and blocking, 1:100 rat anti-mouse Ly6G (clone 1A8, BioLegend) and 1:100 mouse anti-human CD20 (clone L26, eBioscience) primary antibodies were used. Alexa Fluor (AF) 647–labeled goat anti-rat (Invitrogen, 1:200) and AF-594–labeled goat anti-mouse (Invitrogen, 1:1,000) secondary antibodies were used for visualization. Nuclei were visualized with Hoescht 33342 (Invitrogen). Images were acquired on an Olympus BX61 microscope using CellSens Dimension software (v1.18). Quantification was performed with QuPath (v0.4.3).

### scRNA-Seq

#### Preparation of single-cell suspension.

Orthotopic left lung transplantation was performed from a B6 (CD45.2) donor into a B6 (CD45.1) recipient. Grafts were stored for 60 minutes at 4°C with an additional 45 minutes at 28°C prior to transplantation. The left lung was allowed to reperfuse for either 2 hours or 3 days prior to sacrifice and lung harvest. For the naive sample, the left lung was harvested from a naive B6 mouse. Single-cell suspension was prepared as described above. For each sample, cells from 2 mice were pooled and were stained with CD45.2 (clone 104; Biolegend), CD45.1 (clone A20; Biolegend), and DAPI (BD Biosciences, 564907). Flow cytometric analysis and sorting were performed on a BD FACS Melody cell sorter.

#### Library construction and gene sequencing.

Cells were processed and encapsulated with barcoded oligo-dT containing gel beads with the 10X Genomics Chromium controller. Library preparation was performed as per manufacturer recommended protocols at the Genome Technology Access Center at Washington University. Samples were processed using the Chromium Single-cell 3′ Library & Gel Bead Kit (10X Genomics, v3). Libraries were sequenced on the NovaSeq S4 (Illumina), with a target of 50,000 reads per cell and 500 million read pairs per library.

#### scRNA-Seq analysis.

Analysis was performed using RStudio (Posit) and the R Seurat v4.2.0 package. Raw fastq files were aligned to the mouse genome using CellRanger (v6). Quality control filters were applied to only keep cells with nFeature_RNA >200 & nFeature_RNA <6000 & percent.mt <10 & nCount_RNA <25000. Subsequently, Seurat was used for SCTransform normalization (with regression of mitochondrial percentage and nCounts_RNA), principal component analysis, UMAP embedding construction, and clustering. B cells were selected for further analysis using canonical marker genes. B cells were further clustered into cell states, and differential expression analysis was performed using FindAllMarkers to identify transcriptional signatures of each B cell state (Supplemental Table 1). Similarly, FindAllMarkers was also used to calculate differentially expressed genes across the 3 conditions (naive and 2 hours and 3 days after transplant). Genes were deemed significantly different if log_2_-fold change (log_2_FC) > 0.58 and adjusted *P* < 0.05 using Wilcoxon’s rank-sum test in Seurat. Cluster Profiler was used to perform Gene Ontology pathway analysis across the conditions.

### Statistics

Data analysis was performed using Prism 10 (GraphPad). Results are expressed as mean ± SEM, and the *n* values for each data set are provided in the figure legends. Pearson’s correlation was used to evaluate 2 continuous variables. Hypothesis testing was done by 2-tailed Mann-Whitney or paired *t* test for data with 2 groups. For multiple-group comparisons, we tested the data for normality (Shapiro-Wilk) and analyzed by 1-way ANOVA with post hoc Holm-Šídák or by Kruskal-Wallis with post hoc comparisons for data with more than 2 groups. A *P* value of less than 0.05 was considered statistically significant.

### Study approval

All studies were approved by the Animal Studies Committee at Washington University. Animals received humane care in compliance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and the *Principles of Laboratory Animal Care* formulated by the National Society for Medical Research. The human protocol was approved by the Washington University Institutional Review Board (no. 201012829). All study participants provided informed written consent.

### Data availability

The data generated in this study have been deposited in the GEO database under accession code GSE249242 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249242). All data supporting the graphs are provided in the Supplemental Supporting Data Values file.

## Author contributions

KF, YZB, DBM, ADFF, YT, YY, ZL, FL, WL, HMS, and RGN conducted experiments. RRH, VP, KJL, AEG, AB, and DK contributed to study design and reviewed and revised the manuscript. KF, YZB, DBM, JMA, ADFF, and RGN analyzed and interpreted the data. KF, YZB, YY, DK, and RGN wrote the manuscript. RGN designed and supervised the study. Co–first author order was determined by the authors themselves.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental video 1

Supplemental video 2

Supporting data values

## Figures and Tables

**Figure 1:**
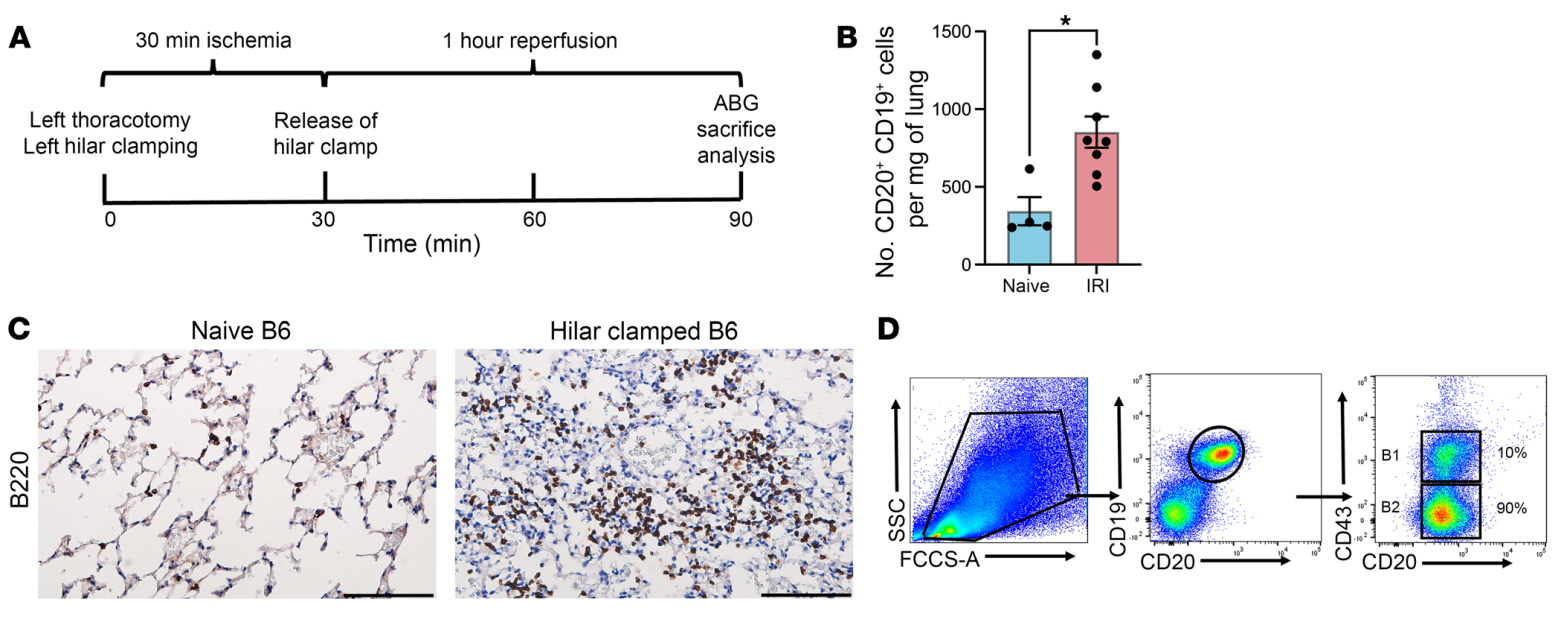
B cell recruitment to the lung increases after ischemia/reperfusion injury. (**A**) Mice underwent left pulmonary clamping with 30 minutes of ischemia and 60 minutes of reperfusion. The left lung was harvested for analysis. (**B**) Flow cytometric analysis of total number of CD19^+^CD20^+^ B cells per milligram (mg) of lung tissue in IRI compared with naive mice. (**C**) Representative IHC staining of lung tissue for B220 expression in IRI. Original magnification, ×40; scale bars: 100 μm. (**D**) Gating strategy for murine B2 B cells (CD19^+^CD20^+^CD43^–^) and B1 B cells (CD19^+^CD20^+^CD43^+^). B1 and B2 B cells are gated on live (forward vs. side scatter or FCCS-A vs. SCC) CD45^+^ cells. Results are presented as mean ± SEM. *n* = 4–8. *P* values were calculated by Mann-Whitney test. *P < 0.05.

**Figure 2:**
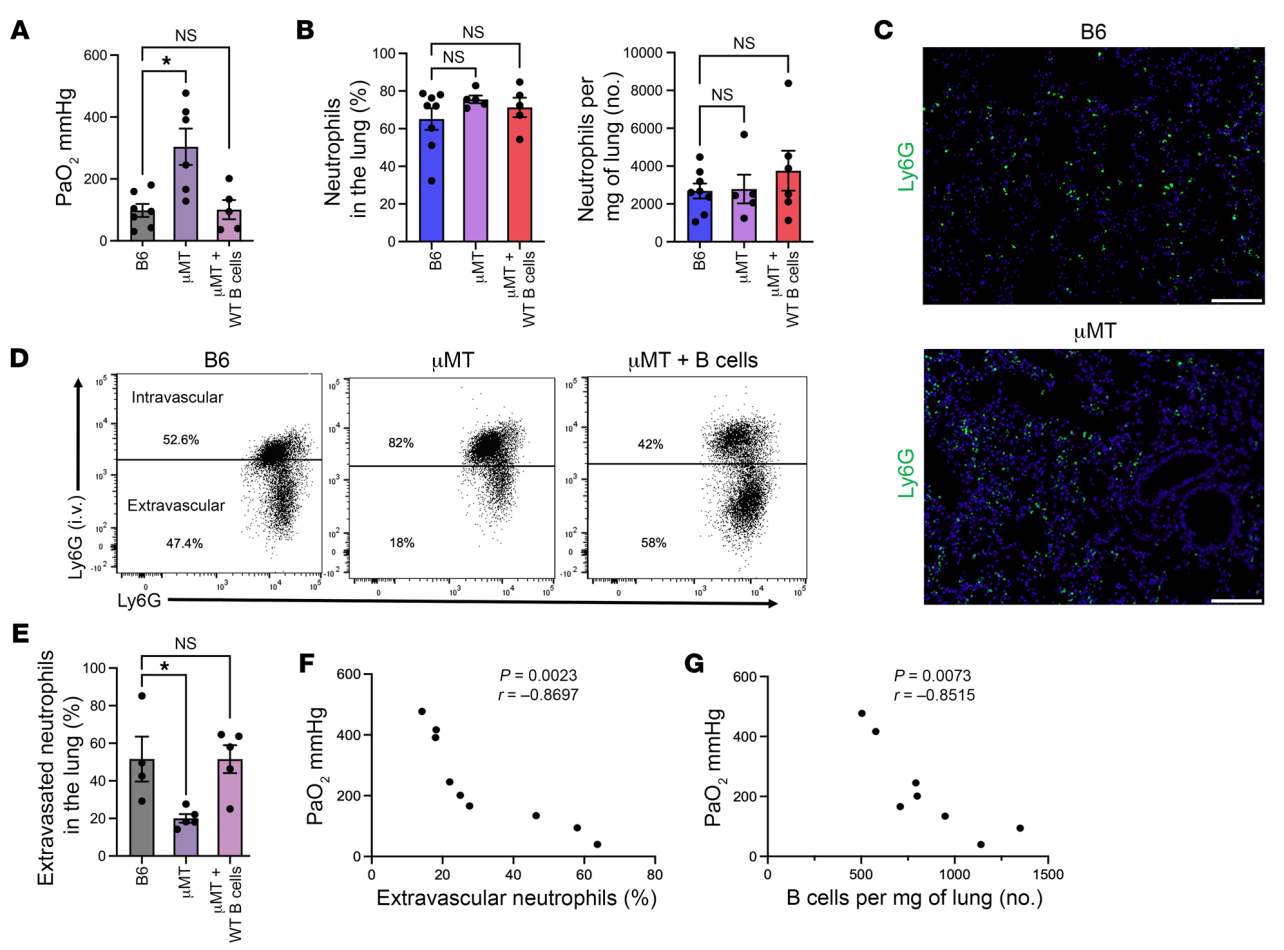
B cells increase neutrophil extravasation after ischemia/reperfusion injury, leading to worse lung function. After 1 hour of reperfusion, left lung function was assessed by ABG measurement immediately prior to sacrifice. Flow cytometry was used to analyze myeloid populations. (**A**) PaO_2_ values after IRI are significantly improved in mice lacking B cells (μMT) compared with those in B6 WT mice. Adoptive transfer of approximately 10^6^ splenic B cells from B6 WT mice into μMT mice abrogates this improvement in oxygenation. (**B**) Percentage of and total number per milligram of lung tissue of neutrophils (CD45^+^Ly6G^+^Ly6C^+^) recruited to the lung after IRI. (**C**) Representative immunofluorescence staining of lung tissue for Ly6G expression after IRI. Original magnification, ×20; scale bars: 200 μm. (**D**) Representative dot plots of intravascular versus extravascular neutrophils in the lungs. Neutrophil extravasation was determined with flow cytometry by injecting fluorochrome-labeled neutrophil-specific anti-Ly6G antibodies i.v. 5 minutes prior to sacrifice. (**E**) Quantification of extravasated neutrophils in the lung after IRI. (**F**) Negative correlation between PaO_2_ values and percentage of extravascular neutrophils after IRI. (**G**) Negative correlation between PaO_2_ values and number of B cells after IRI. Pearson’s correlation coefficients (*r*) were significant (**F** and **G**). Results are presented as mean ± SEM. *n* = 4–9. *P* values were calculated by Kruskal-Wallis test. *P < 0.05 (**A**, **B**, and **E**).

**Figure 3:**
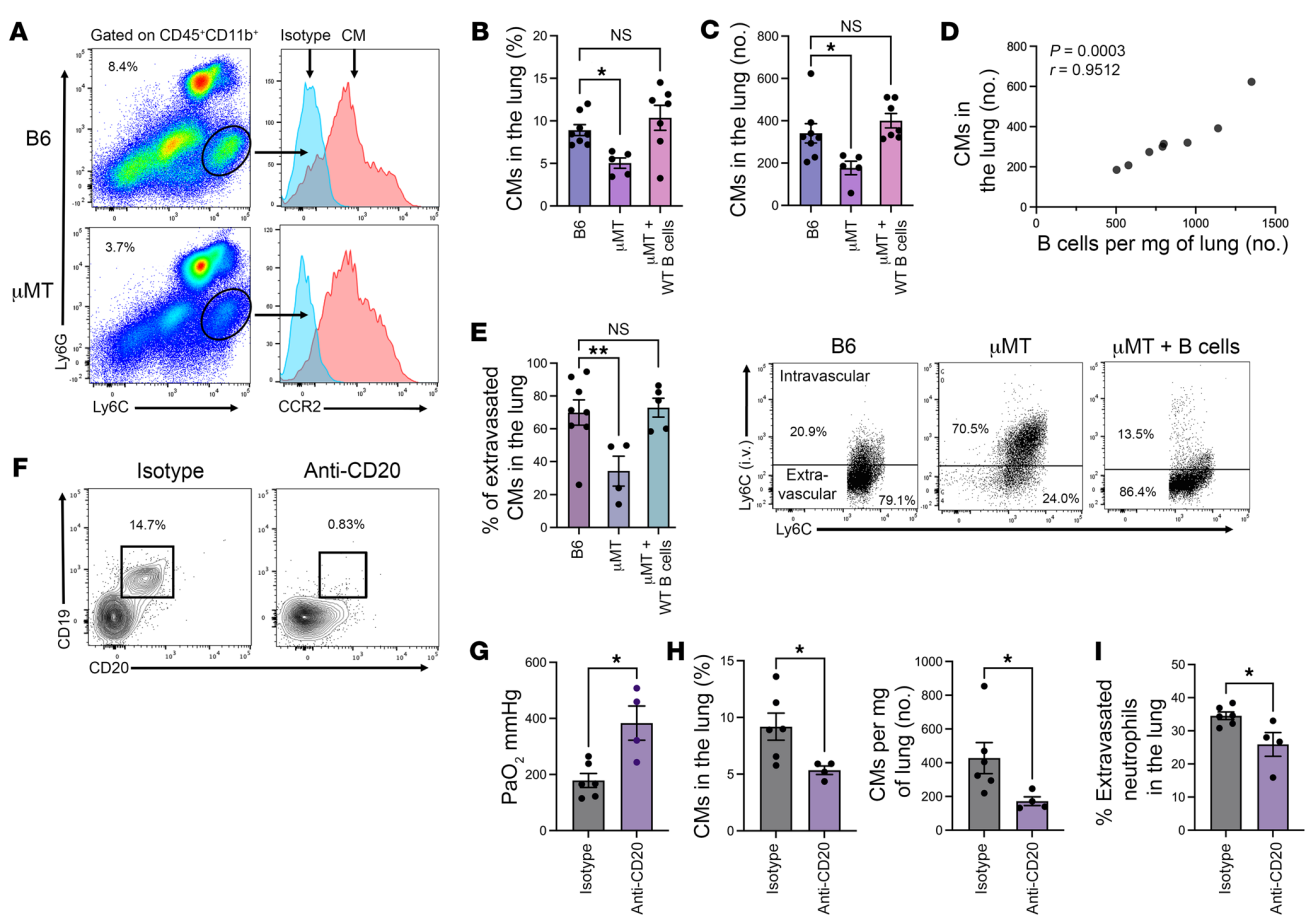
Lung function improvement in the absence of B cells is associated with a significant reduction in the abundance of CCR2^+^ classical monocytes in the lung. (**A**) Flow cytometry gating strategy for classical monocytes (CD45^+^CD11b^+^Ly6G^–^Ly6C^hi^CCR2^+^) between hilar clamped B6 WT mice and μMT mice. (**B**) Percentage of and (**C**) total number per milligram of lung tissue of classical monocytes recruited to the lung after IRI in B6 WT mice and μMT mice with and without adoptive transfer of B6 WT B cells. (**D**) Positive correlation between number of B cells and number of classical monocytes in the lung after IRI. Pearson’s correlation coefficient (*r*) was significant. (**E**) Quantification and representative flow cytometry dot plots of extravascular classical monocytes in the lungs after adoptive transfer of B6 WT B cells, which are significantly lower in μMT mice compared with B6 WT and μMT mice with WT B cells. Lung recipients were treated with anti-CD20–specific or isotype control antibodies and analyzed for (**F**) intragraft B cell depletion, (**G**) lung function (PaO_2_), (**H**) the relative proportion and total number of classical monocytes, and (**I**) neutrophil extravasation. *n* = 4–8. Data shown in **E** and **F** are representative dot and contour plots where *n* > 4 per group. Results are presented as mean ± SEM. (**B**, **C**, and **E**) *P* values were calculated by Kruskal-Wallis test. *P < 0.05, **P < 0.01. (**G**–**I**) *P* values were calculated by Mann-Whitney test. *P < 0.05.

**Figure 4:**
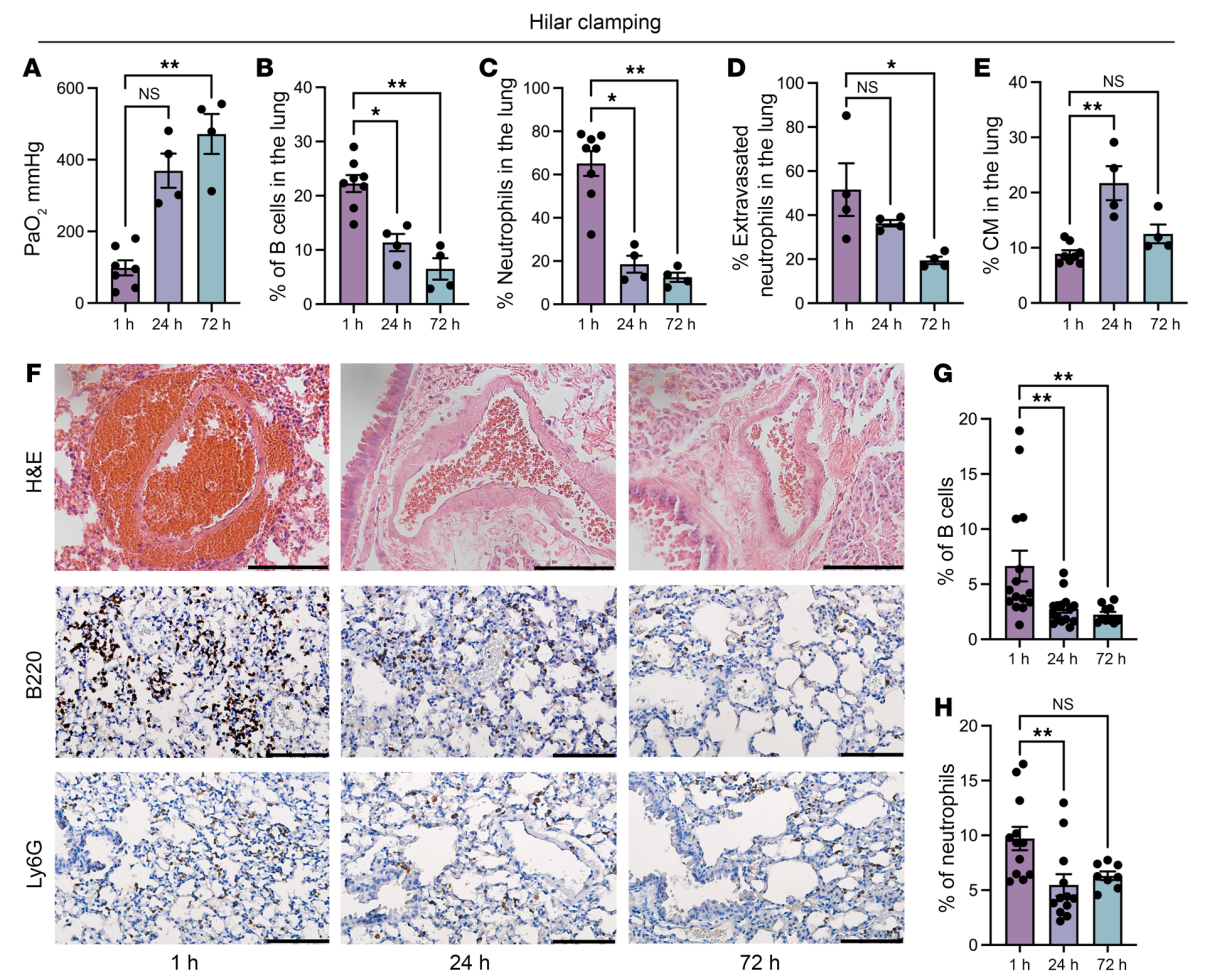
Temporal improvement of lung function after hilar clamping is associated with a gradual and significant reduction in the abundance of B cells in the lung. (**A**) PaO_2_ values after IRI are significantly improved over a period of 72 hours. (**B**–**E**) Flow cytometric analysis of percentages of (**B**) B cells, (**C**) neutrophils, (**D**) neutrophil extravasation, and (**E**) classical monocytes after IRI over time. (**F**) Histological images of hilar clamped lungs from H&E staining and IHC staining for B220 and Ly6G. Immunostaining for B220 represents a separate animal from the same experimental group displayed in Figure 1C. Original magnification, ×40; scale bars**:** 100 μm. (**G** and **H**) Quantification of (**G**) B cells and (**H**) neutrophils per high power field (hpf). Results are presented as mean ± SEM. *n* = 4–8. *P* values were calculated by Kruskal-Wallis test. *P < 0.05, **P < 0.01.

**Figure 5:**
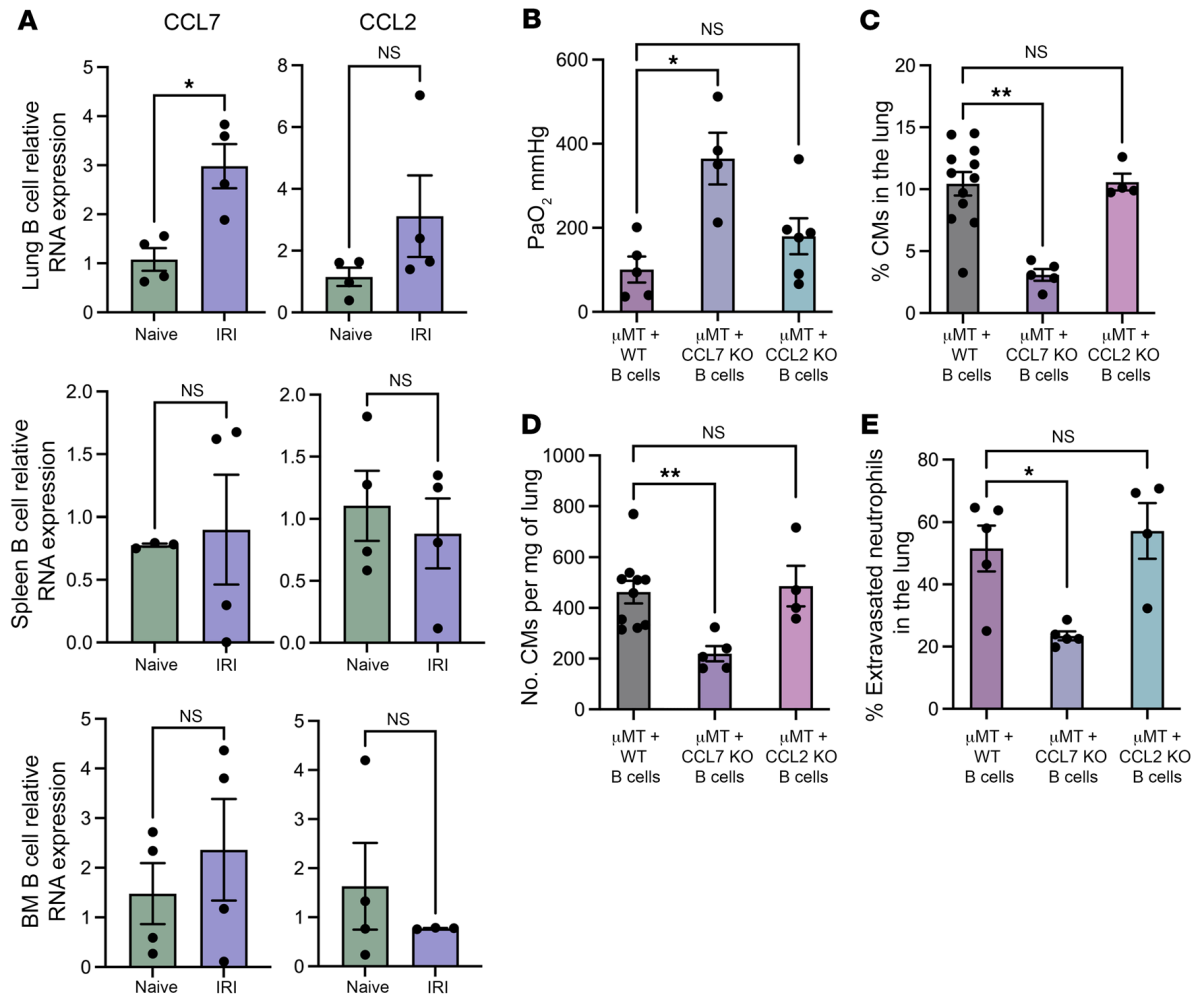
Lung B cell–derived CCL7 production triggers classical monocyte recruitment to the lung after ischemia/reperfusion injury. (**A**) CCL7 and CCL2 relative mRNA expression measured by RT-qPCR in B cells isolated from the lung, spleen, and bone marrow (BM) of B6 WT mice subjected to IRI compared with naive mice. (**B**) Splenic B cells from B6 WT, CCL7^–/–^ or CCL2^–/–^ mice were adoptively transferred to μMT mice 24 hours prior to hilar clamping. Lung function was assessed with ABG. μMT recipients of CCL7^–/–^ B cells showed improved oxygenation. (**C**–**E**) Flow cytometry was used to analyze the (**C**) percentage and (**D**) total number per milligram of lung tissue of classical monocytes and (**E**) percentage of extravasated neutrophils in the lung after IRI. *n* = 4–12. Results are presented as mean ± SEM. (**A**) *P* values were calculated by Mann-Whitney test. *P < 0.05. (**B**–**E**) *P* values were calculated by Kruskal-Wallis test. *P < 0.05, **P < 0.01.

**Figure 6:**
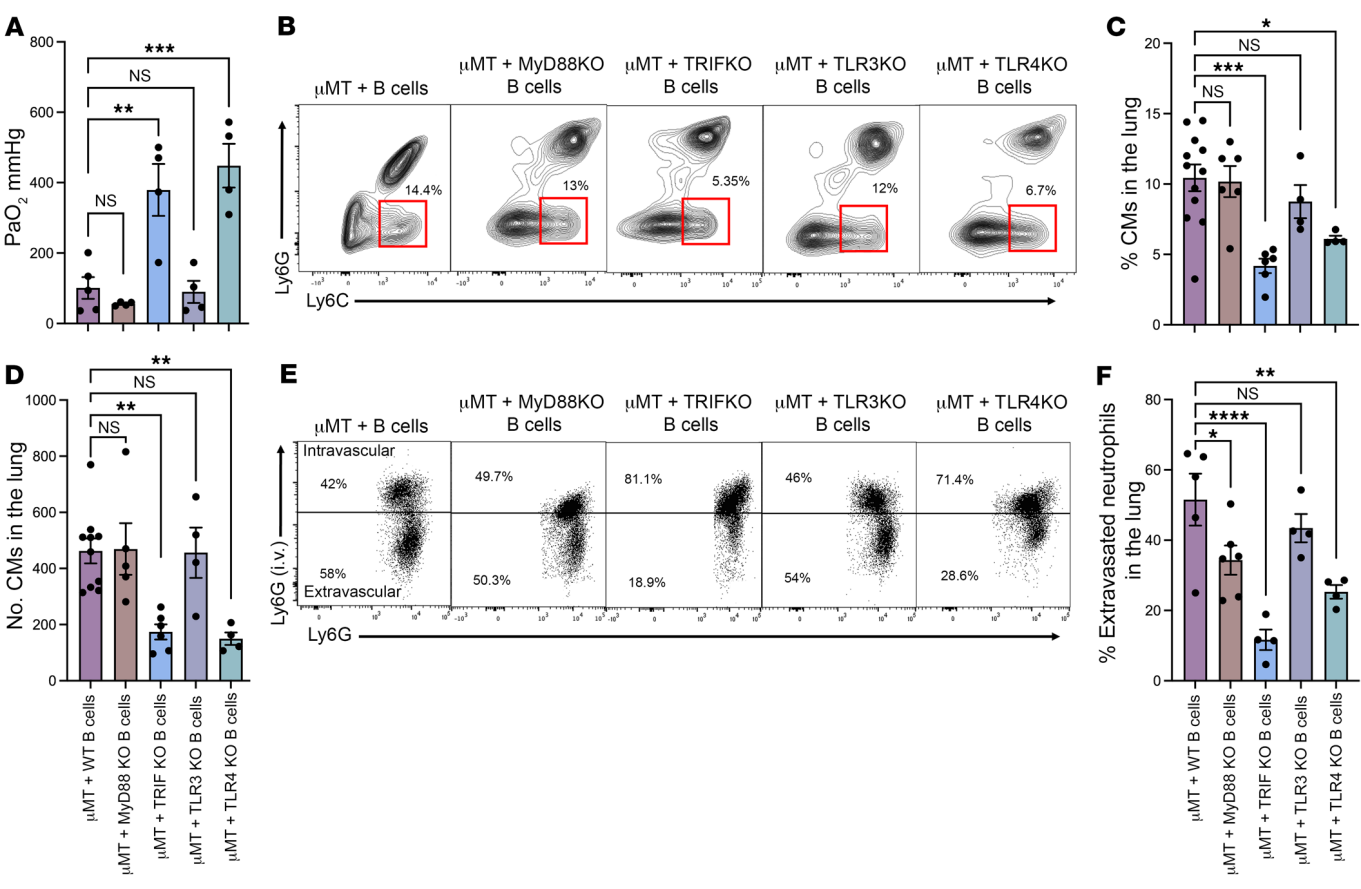
Upstream signaling through TLR4 in lung B cells is required for TRIF-mediated classical monocyte recruitment into the lung after ischemia/reperfusion injury. Splenic B cells from B6 WT, MyD88^–/–^, TRIF^–/–^, TLR3^–/–^, or TLR4^–/–^ mice were adoptively transferred to μMT mice 24 hours prior to hilar clamping. (**A**) Lung function was assessed with ABG. μMT recipients of TRIF^–/–^ and TLR4^–/–^ B cells showed improved oxygenation compared with μMT recipients of B6 WT B cells. (**B**) Flow cytometry contour plots showing the percentage of classical monocytes in the lung. (**C**) Percentage and (**D**) total number per milligram of lung tissue of classical monocytes in above adoptive transfer experiments. (**E**) Flow cytometry dot plots and (**F**) quantification of percentage of extravasated neutrophils in the lung after IRI. *n* = 4–12. Results are presented as mean ± SEM. *P* values were calculated by 1-way ANOVA with post hoc Holm- Šídák test. *P < 0.05, **P < 0.0022, ***P < 0.0002, ***P < 0.0001. μMT + WT B cell data were used as controls for multiple experiments.

**Figure 7:**
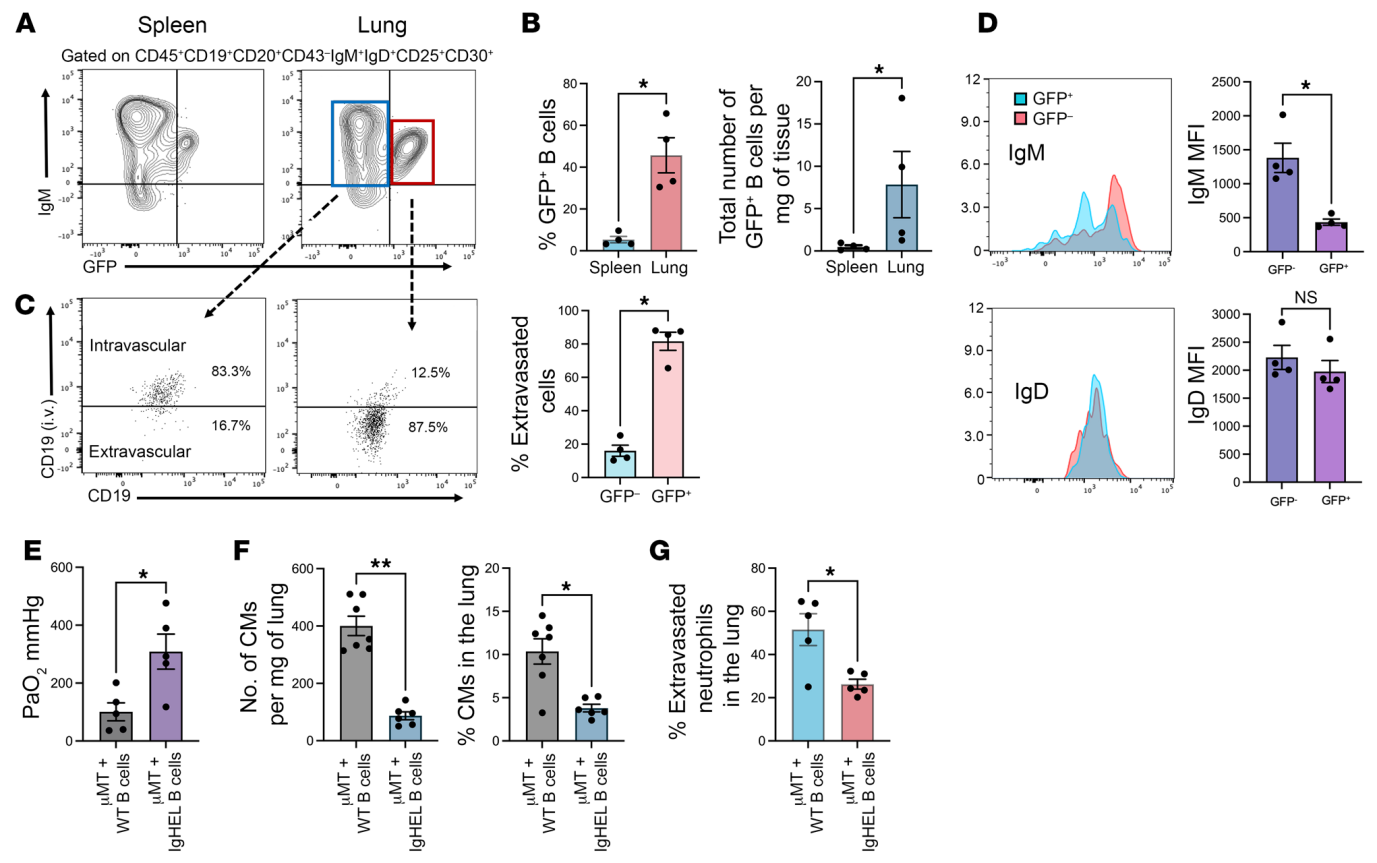
BCR-TLR4 synergistic activation drives classical monocyte recruitment to the lung after IRI. In Nur77^GFP^ mice, there is GFP expression when the BCR is activated. (**A**) Flow cytometry gating strategy for GFP expression on activated B cells (CD25^+^ CD30^+^) in spleen and lung after hilar clamping of Nur77^GFP^ mice. (**B**) Percentage and total number of GFP^+^ B cells per milligram of lung tissue. (**C**) Representative dot plots of flow cytometric analysis of B cell extravasation, which was determined by injecting fluorochrome-labeled B cell–specific anti-CD19 antibodies i.v. 5 minutes before sacrifice. The graph shows the mean percentage of B cell extravasation in the GFP^–^ versus GFP^+^ populations. (**D**) IgM and IgD mean fluorescence intensity measured on lung-infiltrating GFP^+^ and GFP^–^ B cells. (**E**) Splenic B cells from IgHEL mice were adoptively transferred to μMT mice 24 hours prior to hilar clamping. Lung function was assessed with ABG. μMT recipients of IgHEL B cells showed improved oxygenation compared with B6 WT B cells. (**F** and **G**) Flow cytometry was used to analyze the (**F**) percentage and total number per milligram of lung tissue of classical monocytes and (**G**) percentage of extravasated neutrophils in the lung after IRI. *n* = 4–7. Results are presented as mean ± SEM. *P* values were calculated by Mann-Whitney test. *P < 0.05, **P < 0.01.

**Figure 8:**
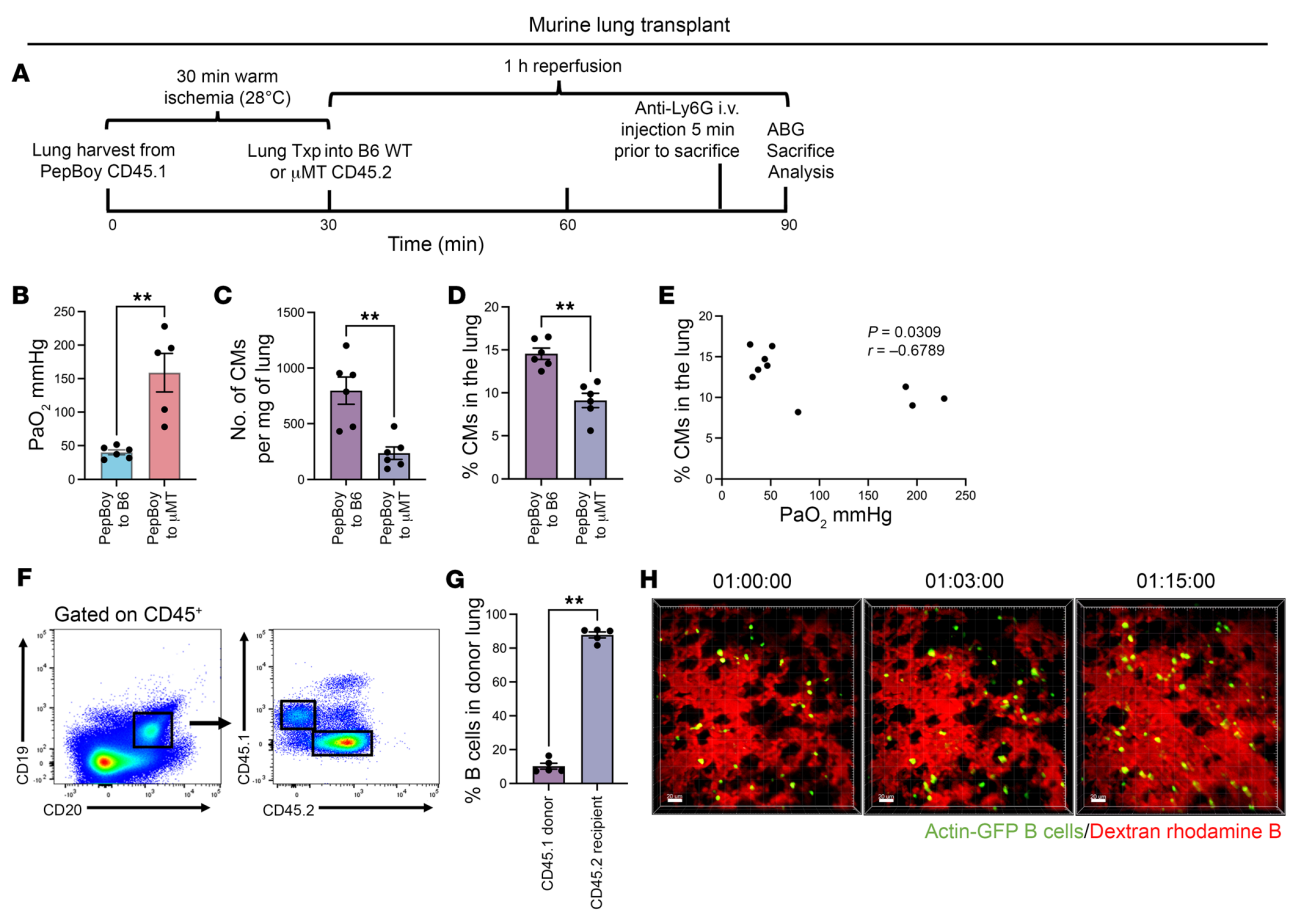
Recipient-derived B cells increase classical monocyte recruitment, thereby worsening lung function after syngeneic murine lung transplantation. (**A**) To distinguish between tissue-resident donor and graft-infiltrating recipient-derived B cells, we transplanted B6 CD45.1 donor lungs subjected to 30 minutes of warm ischemia (28°C) into B6 WT or μMT recipient (CD45.2) mice. Donor lung graft was harvested 1 hour after reperfusion, and flow cytometry was used to analyze cell populations. Txp, transplant. (**B**) PaO_2_ values showed improved oxygenation in μMT recipients compared with B6 WT CD45.2 recipients. (**C**) Total number per milligram of lung tissue and (**D**) percentage of classical monocytes are higher in the μMT recipients compared with B6 WT recipients. (**E**) Negative correlation between percentage of classical monocytes and PaO_2_ values after IRI. Pearson’s correlation coefficient (*r*) was significant. (**F**) Representative flow cytometry analysis of lung graft differentiating donor- vs. recipient-derived B cells. (**G**) Quantification of CD45.1 (donor) vs. CD45.2 (recipient) B cells after syngeneic lung transplant. Results are presented as mean ± SEM. *n* = 4–6. *P* values were calculated by Mann-Whitney test. **P < 0.01. (**H**) Time-lapse intravital 2-photon imaging at 1 hour after engraftment showing graft-infiltrating B cells entering the pulmonary vasculature over time. Dextran-rhodamine B was used to label blood vessels. Scale bar: 20 μm. Images are representative of 2 independent experiments with comparable results.

**Figure 9:**
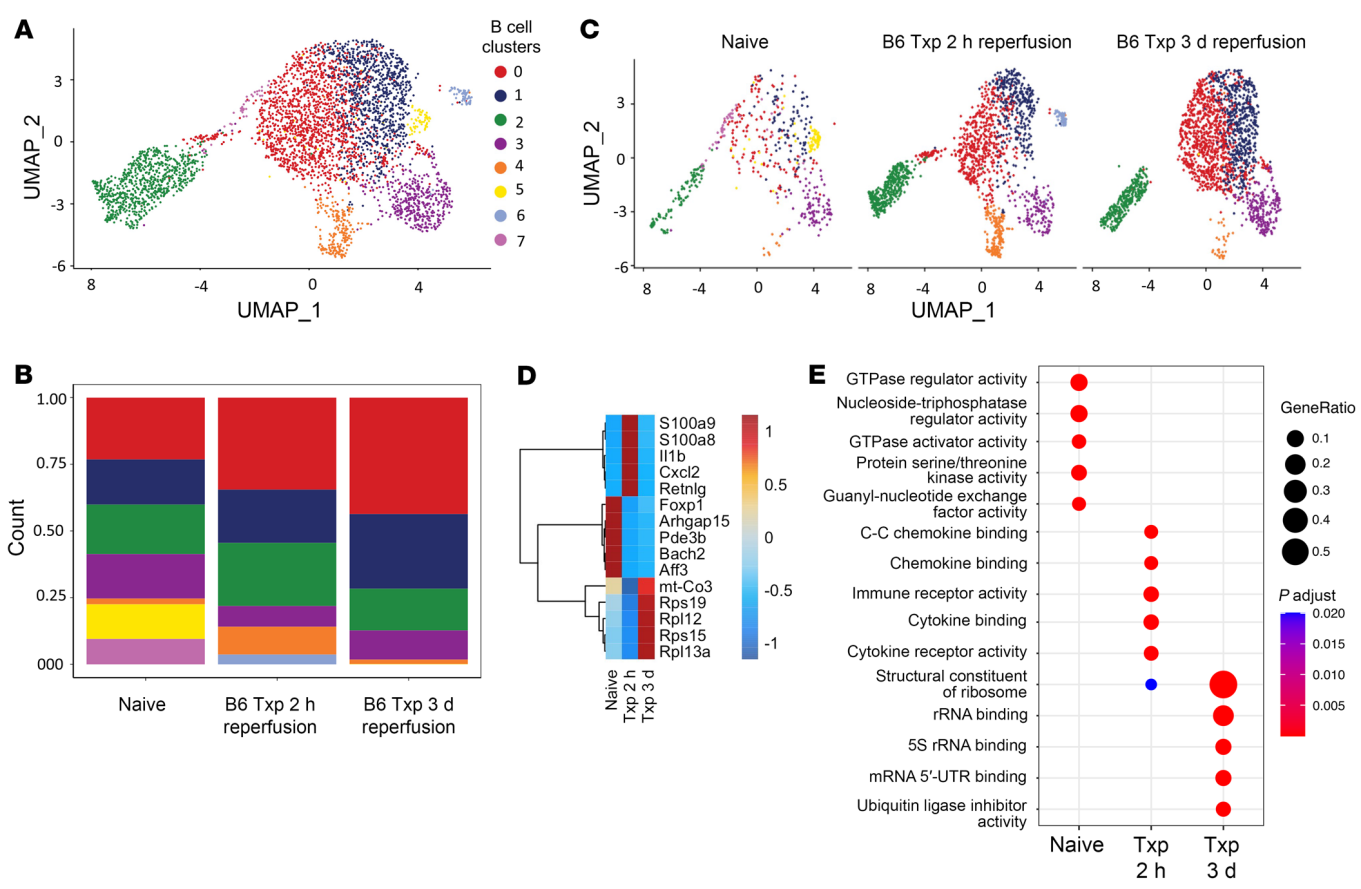
Single-cell RNA-Seq characterization of recipient B cell infiltration following syngeneic mouse lung transplantation. Syngeneic left lung transplants with 60 minutes of cold ischemia and 45 minutes of warm ischemia followed by either 2 or 72 hours of reperfusion were performed. Recipient cells were sorted from the left lung by fluorescence-activated cell sorting (FACS) and processed for single-cell RNA-Seq (scRNA-Seq). hr, hour. (**A**) UMAP embedding plot of recipient B cell states. (**B**) UMAP embedding plot of B cell states split by time after transplant. (**C**) Recipient B cell state composition stack plot grouped by time after transplant. (**D**) Heatmap of most highly differentially expressed genes in recipient B cells across time points after transplant; scaled by row. (**E**) Gene Ontology pathway analysis using statistically significant differentially expressed genes across time points after transplant (adjusted *P* < 0.05 and average log_2_FC > 0.58). *P* values were calculated by Wilcoxon’s rank-sum test.

**Figure 10:**
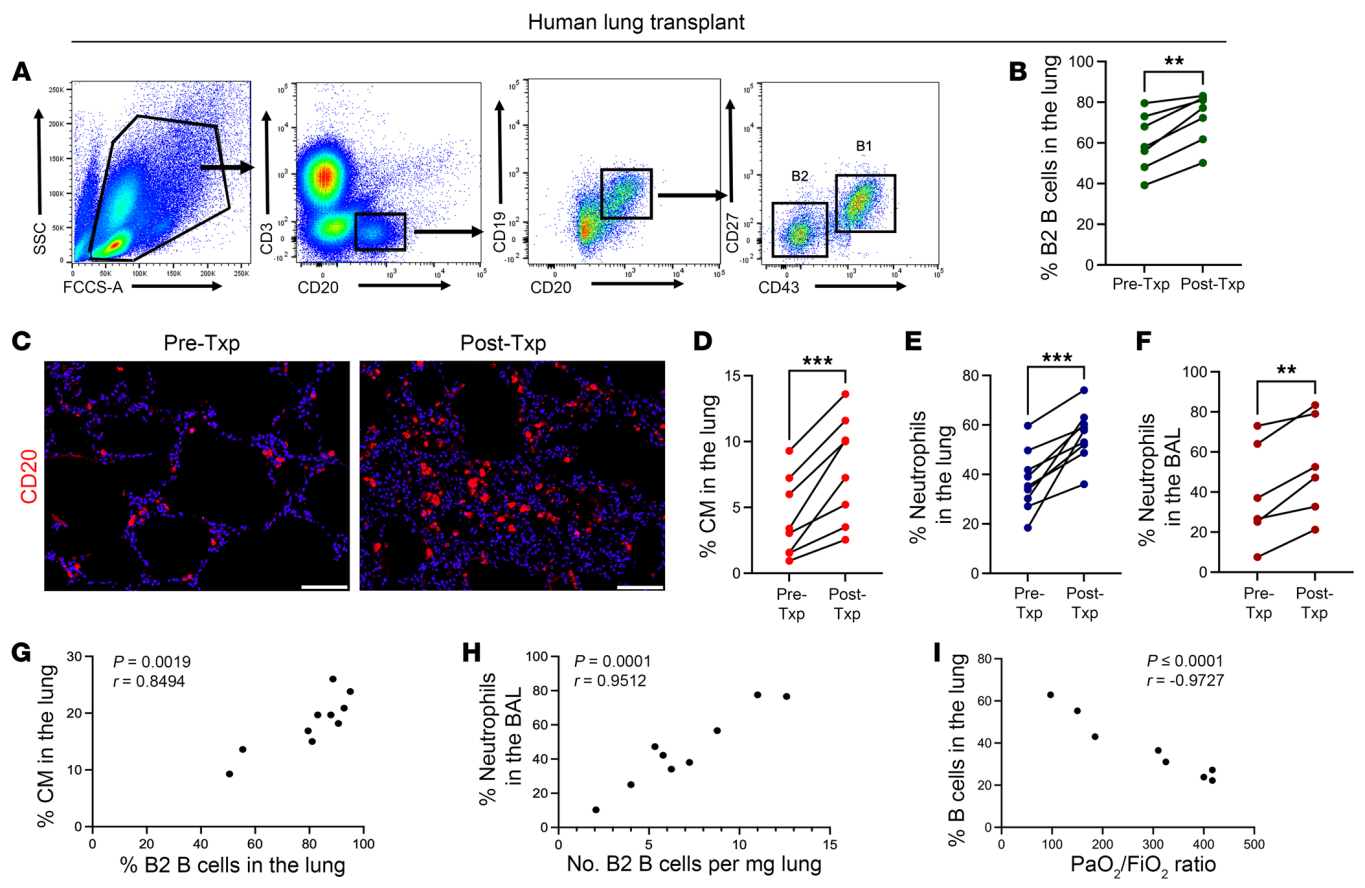
Higher numbers of B cells correlate positively with the number of classical monocytes and neutrophil extravasation in the lung following human lung transplantation. Specimens were collected from human donor lungs at the time of back-table preparation (Pre-Txp) and at 2 hours after reperfusion (Post-Txp). Flow cytometry was used to analyze cell populations. (**A**) Flow cytometry gating strategy for human B2 B cells (CD20^+^CD19^+^CD43^–^CD27^–^) and B1 B cells (CD20^+^CD19^+^CD43^+^CD27^+^). (**B**) Proportion of B2 B cells in the lung before and 2 hours after reperfusion. (**C**) Immunofluorescence staining of human lung tissue for CD20 expression before and after lung transplantation. Original magnification, ×20; scale bars: 200 μm. Images are representative of 2 independent experiments with comparable results. (**D**) Percentage of classical monocytes, (**E**) neutrophils in the lung, and (**F**) neutrophils in BAL (extravasated neutrophils) before and 2 hours after reperfusion. (**G**) Positive correlation between percentage of classical monocytes and percentage of B2 B cells in the lung. (**H**) Positive correlation between percentage of neutrophils in the BAL and the number of B2 B cells in the lung. (**I**) Inverse correlation between the percentage of B cells in the lung after reperfusion and the PaO_2_/FiO_2_ ratio of the transplant recipients up to 72 hours after transplantation. (**G**–**I**) Pearson’s correlation coefficients (*r*) were significant. *n* = 6–10. (**B** and **D**–**F**) *P* values were calculated by paired *t* test. **P < 0.01, ***P < 0.001.

# Supplementary material for: B cells mediate lung ischemia/reperfusion injury by recruiting classical monocytes via synergistic B cell receptor/TLR4 signaling
**Source:** J Clin Invest. 2024 Jan 23;134(6):e170118. doi: 10.1172/JCI170118
**Supplement:** Supplemental data

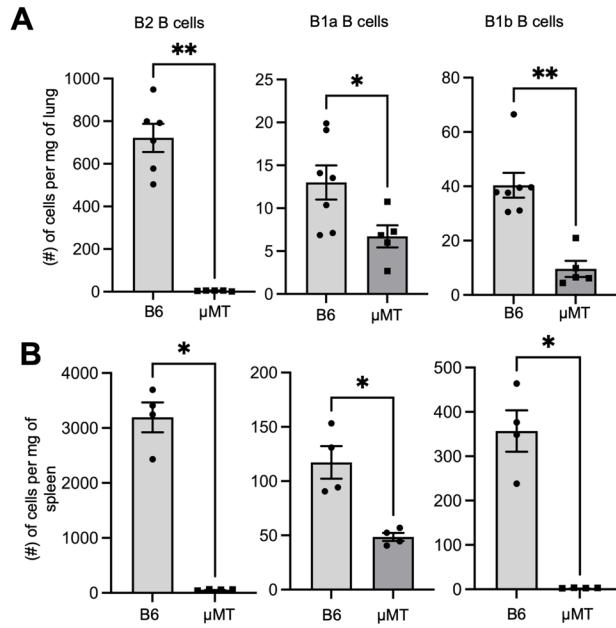

**Supplemental Figure 1. *B1 B cells are present in B cell deficient ( $\mu$ MT) mice, but in significantly smaller numbers than in WT mice.*** Total number of B2 and B1 B cells per mg of **A:** lung and **B:** spleen in B6 WT and  $\mu$ MT mice. Results are presented as mean $\pm$ SEM, n=7. *p* values calculated by Mann-Whitney test. \**p*<0.05 \*\**p*<0.01.

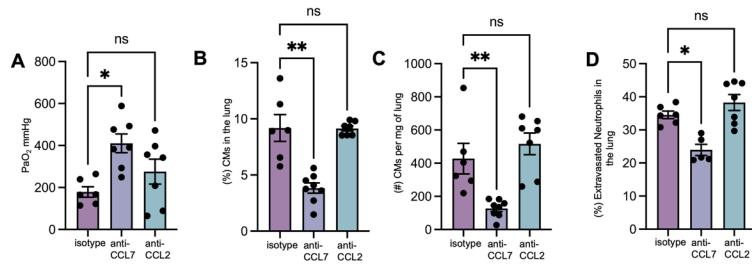

**Supplemental Figure 2. Treatment with anti-CCL7 improves oxygenation after hilar clamping**

**IRI.** B6 WT mice were treated with anti-CCL7 antibody, anti-CCL2 antibody or isotype control 24 hours prior to hilar clamping. After one hour of reperfusion, lung function was assessed with ABG, and flow cytometry was used to analyze myeloid populations. **A:** PaO<sub>2</sub> values showed that treatment with anti-CCL7, but not anti-CCL2, antibody improves oxygenation when compared to isotype control. Quantification of **B:** percentage and **C:** number per mg of lung tissue of CMs in the lung. **D:** Percentage of extravasated neutrophils after IRI. Results are presented as mean±SEM, n=4-8. *p* values calculated by Kruskal-Wallis test. \**p*<0.05 \*\**p*<0.01.

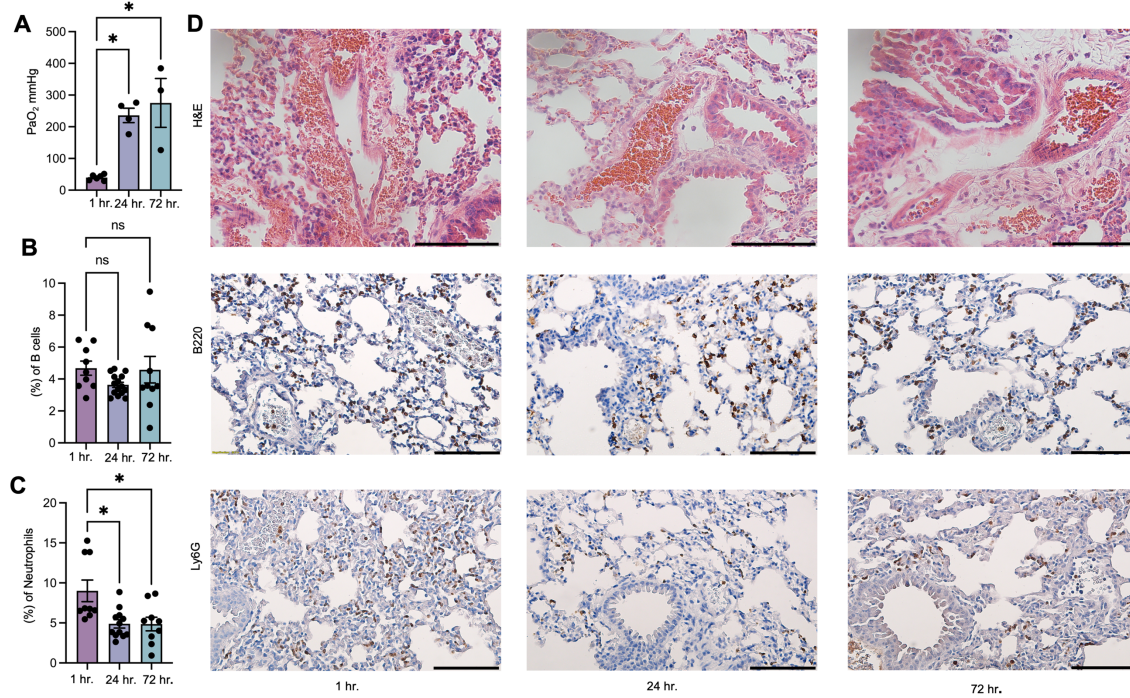

**Supplemental Figure 3. Improvement of lung function over time after syngeneic lung transplant is associated with a reduction in neutrophil abundance.** **A:** PaO<sub>2</sub> values after syngeneic lung transplant are significantly improved over a period of 72 hours. Quantification of **B:** B cells and **C:** neutrophils by IHC staining for B220 and Ly6G, respectively, per hpv. **D:** Histological images of lungs after syngeneic lung transplant by H&E staining and IHC staining for B220 and Ly6G. Magnification: 40x, scale bars: 100  $\mu$ m. Results are presented as mean  $\pm$  SEM, n=4-8. *p* values calculated by Kruskal-Wallis test. \**p*<0.05. LTx= Lung Transplant.

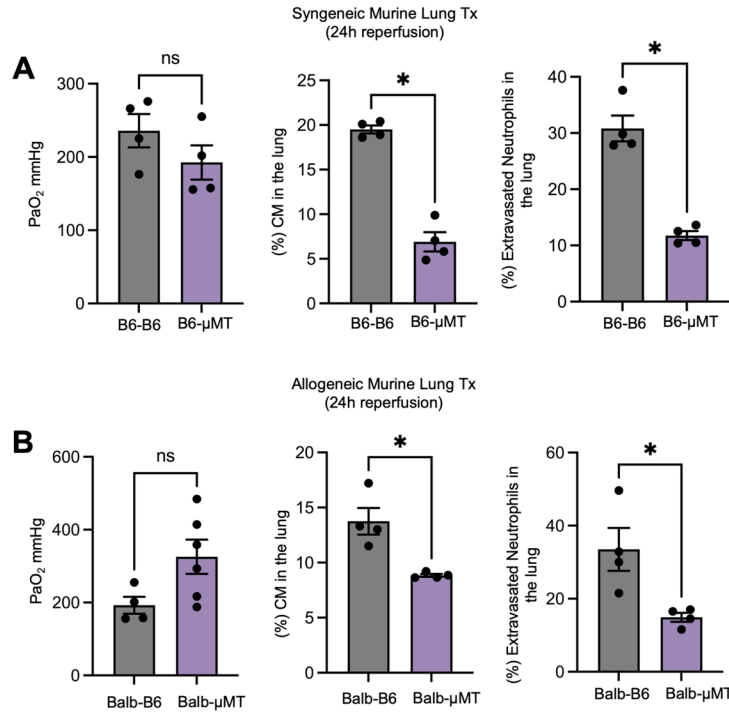

**Supplemental Figure 4. Absence of recipient B cells is associated with decreased classical monocyte recruitment and decreased neutrophil extravasation at 24 hours post-reperfusion in both syngeneic and allogeneic transplants. A.** PaO<sub>2</sub> values, classical monocyte recruitment to lung grafts, and neutrophil extravasation comparing B6 WT→B6 WT to B6 WT→ B6 μMT syngeneic mouse lung transplants. **B.** PaO<sub>2</sub> values, CM recruitment to lung grafts, and neutrophil extravasation comparing Balb/c→B6 WT to Balb/c→B6 μMT allogeneic mouse lung transplants. Results are presented as mean±SEM, n=4-6. *p* values calculated by Mann-Whitney test. \**p*<0.05. LTx= Lung Transplant.

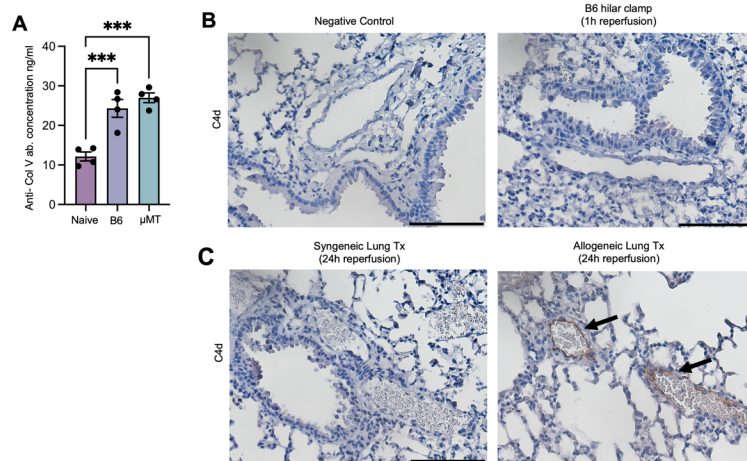

**Supplemental Figure 5. Lung-infiltrating B cells do not trigger complement deposition following IRI without allogeneic stimuli.** **A.** Anti-collagen V lung-reactive antibody levels in naïve, B6 WT, and μMT after left lung hilar clamping with 1 hour reperfusion, as measured by ELISA. **B.** IHC staining for complement 4d (C4d) in B6 WT after hilar clamping with 1 hour reperfusion, compared to negative control. **C.** IHC staining for C4d in syngeneic (B6 WT→B6 WT) versus allogeneic (Balb/c→B6 WT) lung transplant 24 hours after reperfusion. Results are presented as mean ± SEM, n=4. *p* values calculated by 1-way ANOVA test. \*\*\**p*<0.001. LTx = Lung Transplant

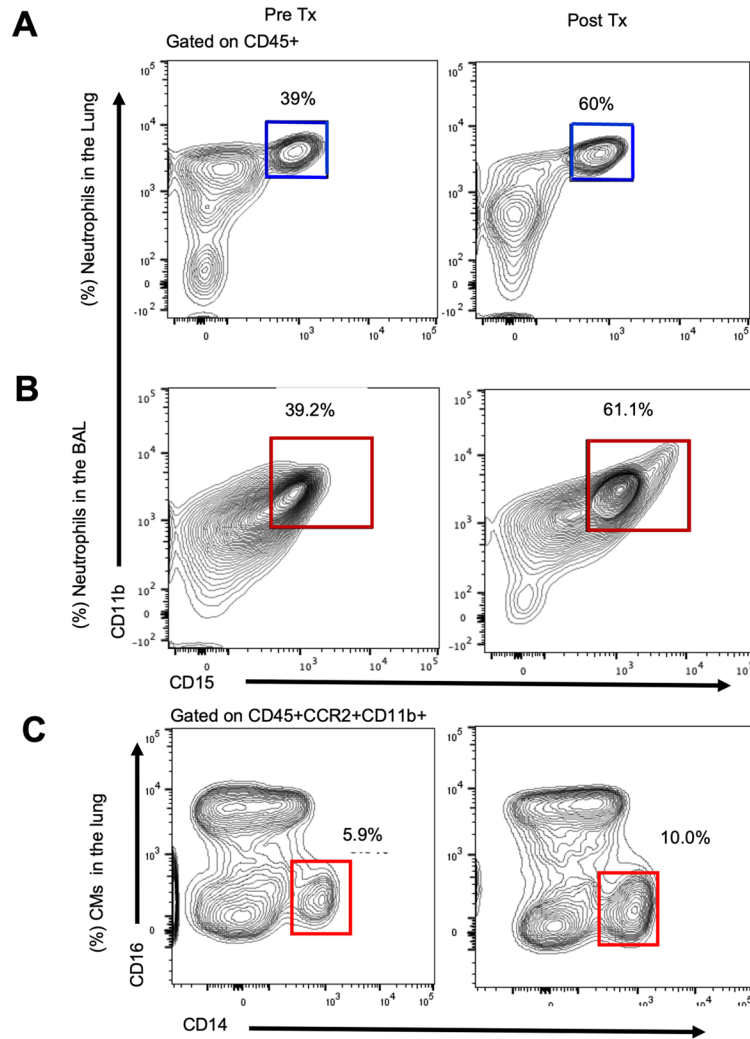

**Supplemental Figure 6. Increased recruitment of *neutrophils and classical monocytes to the lung after human lung transplantation*.** **A:** Representative flow cytometry contour plots showing percentage of neutrophils (CD45<sup>+</sup>CD11b<sup>+</sup>CD15<sup>+</sup>) recruited to the lung and **B:** percentage of neutrophils in BAL (extravasated neutrophils) before and two hours after reperfusion. **C:** Representative flow cytometry contour plots of CMs (CD45<sup>+</sup>CCR2<sup>+</sup>CD11b<sup>+</sup>CD14<sup>++</sup>CD16<sup>-</sup>) in the lung graft before and two hours after reperfusion. All plots represent n=4-9. BAL= Bronchoalveolar lavage.

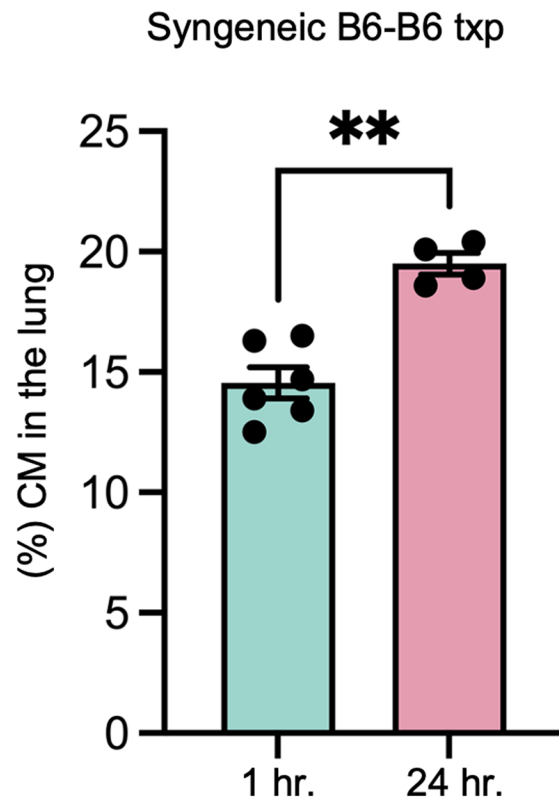

**Supplemental Figure 7. *Classical monocyte recruitment to the lung continues until at least 24 hours post-reperfusion following syngeneic transplant.*** Quantification of the percentage of CMs in the lung after syngeneic B6→B6 transplant after 1 versus 24 hours of reperfusion. Results are presented as mean±SEM, n=4-6. *p* values calculated by Mann-Whitney test. \*\**p*<0.01. Txp= Transplant.

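The table lists, for each B cell cluster, the genes found higher in its cells than in the cells of all other clusters, ordered by average log2 fold change. Its rank-sum test takes single cells as the units. The copy used here holds 1999 of its 3194 lines, those of clusters 0 to 6, and cluster 7 was not used here. The number of genes listed differs widely, with 3 for cluster 0, 3 for cluster 1, 51 for cluster 4 and 720 for cluster 5, so clusters 0 and 1 are described by few genes. Among the first genes of cluster 4, Klf2 summed over all B cells was 789.9 CPM in the naive library, 2815 CPM at 2 hours and 826 CPM at 3 days, and Bc1 was 18.4 CPM in the naive library, 325 CPM at 2 hours and 9.11 CPM at 3 days. Cluster 5 opens with Lyz2, a gene of myeloid cells, which was 155 CPM in the naive library, 49.9 CPM at 2 hours and 366 CPM at 3 days in B cells and 106, 34.2 and 414 CPM in T-like cells. Cluster 3 opens with S100a8, followed by the mitochondrial genes mt-Nd5, mt-Nd4, mt-Nd2 and mt-Nd1. The copy's cluster 6 opens with Bach2 and Aff3. Aff3 was 1931 CPM in the naive library, 58.5 CPM at 2 hours and 106 CPM at 3 days.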

**Supplemental Table 1.** Differentially expressed genes between recipient B cell clusters 0-7, ordered by cluster number and in descending order of average log<sub>2</sub>FC. *p* values calculated by Wilcoxon-Rank Sum test. *p* values less than 0.05 are considered significant.

**Supplemental Video 1.** Time-lapse intravital two-photon imaging demonstrating recipient-derived B cells (green) entering vasculature one hour after reperfusion of syngeneic lung transplant. Dextran-rhodamine B was used to label blood vessels (red).

**Supplemental Video 2.** Time-lapse intravital two-photon imaging demonstrating recipient-derived B cells (green) extravasating into the lung parenchyma (highlighted by yellow line) one hour after reperfusion of syngeneic lung transplant. Dextran-rhodamine B was used to label blood vessels (red).

How the deposited data were processed for this re-analysis (not part of the article)

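Single-cell RNA-Seq was available for 3 libraries: naive left lungs, and transplanted left lungs 2 hours and 3 days after reperfusion. Each was a single library from cells of 2 pooled mice, and the cells were sorted for CD45.1, which marks the recipient in the transplants. The sample descriptions give the same sort for the naive library, although naive mice hold no recipient cells. The deposited files held unnormalized UMI counts per gene and cell, written by Cell Ranger 7.1.0 for the naive library and 6.0.0 for the others, for droplets called as cells and without the paper's cell filters. Both transplant files also held counts of 277 antibody features, which the paper does not mention. Flow cytometry, quantitative PCR and the other experiments of the paper were not analysed here.

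Cells with more than 200 and fewer than 6000 genes, under 10% mitochondrial UMIs and under 25000 UMIs were kept, as the methods state. Seurat 5.3.0 in R 4.3.3 with sctransform 0.4.2 normalized the counts with the mitochondrial percentage and the UMI count regressed out, as in the methods. The paper used another Seurat version. The first 30 principal components and Louvain clustering at a resolution of 0.8 followed, without integration, since the paper's text names none. A cluster took the name of the cell type whose markers stood out most in it, if their median log2 ratio to the other cells of the same libraries and at least 3 of them exceeded 1. It was left unnamed otherwise, and where markers of another type led its 10 top genes or it was shallow without markers of its own among them. Cells with at least 1% of UMIs on Jchain were set apart from B cells. B cells were clustered again by the same steps at the lowest resolution, in steps of 0.1, that gave the paper's 8 clusters. Scrublet, run per library in scanpy 1.11.5, called 40, 403 and 277 cells of the naive, 2-hour and 3-day libraries doublets. They were removed only in an alternative.

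For genes and sets of genes, UMIs were summed over the B cells of each library and divided by all UMIs of those cells. B cells held 3586525 UMIs in the naive library, 1503487 at 2 hours and 11201868 at 3 days. Log2 ratios of these values between libraries carry exact intervals conditional on the total count. T-like, NK-like and neutrophil-like cells of the same libraries were summed in the same way. The precision given covers counting error only. No p-value was computed, because each condition had 1 library. On simulated sums of 10201 genes, 200 of which were raised by 2.00 on the log2 scale at 2 hours, the median recovered log2 ratio was 1.99, and 95.8% of intervals held the simulated value.

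The genes to name were set by a rule before the data were examined. It took the 15 genes of Figure 9D, the genes behind molecules the paper studies in B cells, the first 5 genes per cluster of Supplemental Table 1 and, for each library, the 5 genes with the largest log2 ratio of CPM plus 10 over the higher of the other libraries. The last group needed at least 50 UMIs over all B cells and left out immunoglobulin genes. Xist and 4 genes of the Y chromosome served as a check on the sexes pooled. Of the genes the rule took, 1 is not reported here. Intronic length was the part of a gene's span outside all its exons in GENCODE vM21. Genes with a mean of at least 10 CPM entered the comparison by intronic length. Other neutrophil genes were the 40 genes with more than 1000 CPM in neutrophil-like cells at 2 hours and, within the naive library, at least 20 times the CPM plus 1 of B and T-like cells in neutrophil-like cells, leaving out the 5 genes of Figure 9D.

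The alternatives set before the data were examined were no cell filter, a call of B cells one by one from marker UMIs, removal of called doublets, and removal of B cells with at least 2 UMIs of Lyz2, Fcer1g, Tyrobp, Csf3r and Cst3 or any UMI of Cd3d, Cd3e or Cd3g. Further ones were leaving out the cluster with macrophage genes, the mean over cells of counts per 10000, thinning to 1000 UMIs, CPM outside ribosomal, mitochondrial and immunoglobulin genes, and subtraction of T-like cells, of their log2 ratio for the immediate-early, naive and ribosomal genes and of their CPM for the 2 h genes. For the B cell states they were resolutions of 0.4, 0.8 and 1.2, log-normalization, removal of called doublets and clustering without immunoglobulin genes. Thinning to 500 UMIs, removal of B cells with at least 1% of UMIs on other neutrophil genes, removal by myeloid or Cd3 UMIs among 500 UMIs drawn from each cell, subtraction of the log2 ratio of T-like cells for the receptor genes and the 2 h genes, receptor genes without Cxcr4, integration of the libraries by Seurat anchors and clustering without 13 marker genes were added after the data had been seen. No reference expression atlas was used. Samples of other experiments had no counts to analyse here.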

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

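The tests of this part were chosen after the results had been seen, apart from the values of the named genes Ccl7 and Cxcr4, which the rule for naming genes had fixed.

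The 2-hour and 3-day libraries carried antibody counts that the paper does not report. The CD45R antibody, which binds the B cell form of CD45, had a mean count of 19.1 per B cell at 2 hours and 17.5 at 3 days. T-like cells had means of 0.285 and 0.365, and NK-like cells 1.05 and 1.43. The highest of 9 isotype controls had a mean of 0.628 per B cell at 2 hours. Binding without specificity would raise T-like cells or the controls as well, and CD45R in B cells was 30.4 times the higher of these at 2 hours. The naive library had no antibody counts, so no change with transplantation can be read from them.

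Cxcr4, which the paper does not discuss, had a log2 ratio of 2 hours to naive of 3.80 in B cells. At 2 hours B cells carried 5.38 times the CPM of T-like cells. This argues against RNA from other cells, which would reach both types. With called doublets removed the log2 ratio was 3.84, which argues against doublets. A difference that runs through the whole 2-hour library, such as a response to dissociation or handling, may still be part of it. The log2 ratio was 2.84 in T-like cells, 3.21 in NK-like cells and 0.96 in neutrophil-like cells. At 2 hours B cells carried 2673 CPM, NK-like cells 2011 CPM, neutrophil-like cells 1842 CPM and basophils or mast cells 4387 CPM. High Cxcr4 was therefore not particular to B cells. With 1 library per time point a library-wide difference and an effect of reperfusion cannot be told apart. A response of B cells to reperfusion remains open and was not tested.

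In the 3-day library, Ccl7 was concentrated outside B cells, in cells the paper did not analyse by sequencing. An unnamed cluster led by Saa3 and Arg1 (638 cells) carried 222 CPM and 60.7% of the Ccl7 UMIs of the kept cells, and macrophage-like cells carried 171 CPM and 31.2%. RNA from other cells does not account for this, since the cluster carried 46.0 times the CPM of neutrophil-like cells of the same library. The cluster held 0 cells of the naive library and 2 of the 2-hour library, so a change over time within it was not tested.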

How the results depend on the processing

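Thinning to 500 UMIs, removal by other neutrophil genes, removal by myeloid or Cd3 UMIs among 500 UMIs, subtraction of T-like cells for the receptor genes and of their log2 ratio for the 2 h genes, leaving out Cxcr4, integration and clustering without 13 marker genes were chosen after seeing the data. The cause of a change was not tested unless one is given. Removal of cells with myeloid or Cd3 UMIs kept 288 of 562 naive, 1500 of 1663 2-hour and 510 of 1963 3-day B cells, so its values compare unlike parts of the libraries. The share of B cells was 20.8% in the naive library and 21.2% at 3 days without the cell filter. Called one by one, B cells made up 21.1%, 7.51% and 25.0% of the naive, 2-hour and 3-day libraries. Removing called doublets left each share within its interval.

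The immediate-early and heat-shock genes stayed higher at 2 hours under every alternative run. Their log2 ratio of 2 hours to naive (1.89) was 1.94 with called doublets removed, 2.199 without cells holding myeloid or Cd3 UMIs, 1.95 outside the cluster with macrophage genes, 2.000 as the mean over cells of counts per 10000, 1.96 thinned to 500 UMIs, 2.000 as CPM outside abundant families and 0.62 after subtracting T-like cells. That of 2 hours to 3 days (1.46) was 1.41 with B cells called one by one, 1.56 with called doublets removed, 1.71 without cells holding myeloid or Cd3 UMIs, 1.603 outside the cluster with macrophage genes, 1.496 as the mean over cells of counts per 10000, 1.39 thinned to 1000 UMIs, 1.42 as CPM outside abundant families and 0.47 after subtracting T-like cells.

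For the receptor genes, leaving out Cxcr4 was not combined with subtracting T-like cells. Without Cxcr4, T-like cells had a larger ratio of 2 hours to 3 days than B cells. Each alternative run left the direction of the receptor genes unchanged, and leaving out Cxcr4 moved them most. Their log2 ratio of 2 hours to naive (1.09) was 1.13 with B cells called one by one, 1.02 with called doublets removed, 1.01 without cells holding myeloid or Cd3 UMIs, 1.02 outside the cluster with macrophage genes, 1.14 thinned to 1000 UMIs, 1.19 thinned to 500 UMIs, 1.199 as CPM outside abundant families, 0.73 after subtracting T-like cells and 0.33 without Cxcr4, and that of 2 hours to 3 days (0.87) was 0.696 with B cells called one by one, 0.96 without cells holding myeloid or Cd3 UMIs, 0.93 thinned to 1000 UMIs, 0.83 as CPM outside abundant families, 0.45 after subtracting T-like cells and 0.15 without Cxcr4.

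For the naive genes, only the subtraction of T-like cells took the difference away. The log2 ratio of naive to 2 hours (3.32) was 3.48 without cells holding myeloid or Cd3 UMIs, 3.46 as the mean over cells of counts per 10000, 3.398 thinned to 1000 UMIs, 3.44 thinned to 500 UMIs, 3.21 as CPM outside abundant families and 0.019 after subtracting T-like cells. The log2 ratio of naive to 3 days (2.82) was 2.95 with B cells called one by one, 2.79 with called doublets removed, 2.97 without cells holding myeloid or Cd3 UMIs, 2.79 outside the cluster with macrophage genes, 2.89 as the mean over cells of counts per 10000, 2.91 thinned to 1000 UMIs, 2.96 thinned to 500 UMIs, 2.67 as CPM outside abundant families and -0.16 after subtracting T-like cells, where the last value is reversed because T-like cells had the larger ratio.

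Among the gene sets, the 2 h genes changed sign under the most alternatives, although the naive genes moved further after subtracting T-like cells. Their log2 ratio of 2 hours to naive (2.83) kept its direction and was 4.49 with B cells called one by one, 1.73 with called doublets removed, 1.92 without cells holding myeloid or Cd3 UMIs, 0.98 outside the cluster with macrophage genes, 2.71 as the mean over cells of counts per 10000, 4.48 thinned to 1000 UMIs, 2.92 thinned to 500 UMIs, 2.94 as CPM outside abundant families, 1.002 without cells holding 1% of UMIs on other neutrophil genes, 3.52 without cells holding myeloid or Cd3 UMIs among 500 UMIs and 0.36 after subtracting T-like cells. Naive B cells had no more of these genes than T-like cells, so subtraction of their CPM gave no value against naive. The log2 ratio of 2 hours to 3 days (0.45) was 0.25 with B cells called one by one, -0.52 with called doublets removed, -0.35 without cells holding myeloid or Cd3 UMIs, -1.49 outside the cluster with macrophage genes, -0.059 as the mean over cells of counts per 10000, 1.75 thinned to 1000 UMIs, -0.039 thinned to 500 UMIs, 0.72 after subtracting the CPM of T-like cells, -1.48 without cells holding 1% of UMIs on other neutrophil genes, 0.26 without cells holding myeloid or Cd3 UMIs among 500 UMIs and 0.065 after subtracting T-like cells. Its sign changed in 6 of these. Thinning to 1000 UMIs kept 385 of the 1663 B cells of the 2-hour library, the deepest ones, while it kept 557 of 562 in the naive library and 1950 of 1963 at 3 days.

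The ribosomal protein genes had a log2 ratio of 3 days to naive (0.45) of 0.34 with B cells called one by one, 0.47 with called doublets removed, 0.66 without cells holding myeloid or Cd3 UMIs, 0.48 outside the cluster with macrophage genes, 0.55 as the mean over cells of counts per 10000, 0.56 thinned to 1000 UMIs, 0.55 thinned to 500 UMIs, 0.47 as CPM outside abundant families and 0.11 after subtracting T-like cells. Their small log2 ratio of 3 days to 2 hours (0.04) was 0.015 with B cells called one by one, 0.023 with called doublets removed, 0.052 without cells holding myeloid or Cd3 UMIs, 0.011 outside the cluster with macrophage genes, 0.0041 as the mean over cells of counts per 10000, 0.12 thinned to 1000 UMIs, 0.0035 thinned to 500 UMIs, 0.062 as CPM outside abundant families and -0.14 after subtracting T-like cells, reversed in the last because T-like cells had the larger ratio.

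The number of B cell clusters was 13 at a resolution of 0.8 and 19 at 1.2, and from 6 to 11 in the other alternatives. The cluster set beside cluster 4 of the paper held most of its cells at 2 hours in all of them. For the naive, 2-hour and 3-day libraries its shares were 0.534%, 16.8% and 2.09% as reported, 0%, 17.3% and 1.99% after log-normalization, 4.63%, 17.4% and 2.90% with the libraries integrated and 1.07%, 84.1% and 3.67% without the 13 marker genes. The shares of the cluster set beside cluster 0 were 0%, 5.47% and 0% as reported, 0.890%, 73.5% and 2.75% after log-normalization and 71.4%, 66.0% and 76.7% with the libraries integrated. The other alternatives left the shares of both clusters within their intervals.

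For 76 of the single genes, 160 log2 ratios were recomputed under up to 8 alternatives. Of the 1242 values, 761 lay within the interval of the reported value, 459 moved without a change of direction called as reversed, and 22 were reversed. Outside the cluster with macrophage genes the log2 ratio was -1.02 for Il1b (2 hours to 3 days), -1.21 for Cxcl2 (2 hours to 3 days), -0.92 for Il1rn (2 hours to 3 days), -0.61 for Il1r2 (2 hours to naive), -1.63 for Il1r2 (2 hours to 3 days) and -1.01 for Ccl6 (2 hours to naive). Without cells holding myeloid or Cd3 UMIs it was -0.11 for Il1b (2 hours to 3 days), -0.15 for Cxcl2 (2 hours to 3 days), -0.059 for Il1rn (2 hours to 3 days), -0.25 for Il1r2 (2 hours to 3 days) and 0.079 for Ly6d (2 hours to naive). With B cells called one by one it was 0.37 for Ms4a1 (2 hours to naive), 0.11 for Cd79a (2 hours to 3 days) and 0.17 for Ly6d (2 hours to 3 days), where the call itself selects on Ms4a1 and Cd79a. Removal of called doublets gave -0.044 for Il1rn (2 hours to 3 days) and -0.66 for Il1r2 (2 hours to 3 days). The mean over cells gave -0.15 for Il1r2 (2 hours to 3 days) and -0.020 for mt-Nd2 (2 hours to naive). Thinning to 1000 UMIs gave -0.036 for mt-Nd1 (2 hours to naive) and 0.21 for Lyz2 (2 hours to naive), and thinning to 500 UMIs gave -1.22 for Ccr2 (3 days to naive) and -0.298 for Il1r2 (2 hours to 3 days). The 2-hour library, at a median of 758 UMIs per B cell, sets the depth that limits comparisons of single genes.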

Differences from the paper's values

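Fig. 9 shows about 2% of naive B cells, about 10% of the B cells at 2 hours and about 1.5% of those at 3 days in cluster 4, read by eye. The cluster highest in 10 genes listed for it held 0.534%, 16.8% and 2.09% here, and the value at 3 days lay within 1.5-fold. The denominators are the B cells of each study's own annotation, which may not be the same cells: with called doublets removed the values were 0.536%, 17.6% and 2.05%. All 6 alternatives set before the data were examined (resolutions of 0.4, 0.8 and 1.2, log-normalization, called doublets removed, immunoglobulin genes left out) differed from the naive and 2-hour values by more than 1.5-fold and stayed within it at 3 days. Integration and clustering without 13 marker genes, which were chosen after seeing the values, differed from all 3.

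For cluster 0, Fig. 9 shows about 24% of naive B cells, about 35% at 2 hours and about 44% at 3 days, read by eye. The cluster highest in Kdm6b, Vps37b and H2-Aa held 0%, 5.47% and 0% here. None of the 6 alternatives set before the data were examined came within 1.5-fold of any of the 3 values, nor did the ones chosen after seeing the values. A rule on 3 genes picks the cluster, so it need not be the paper's cluster 0.

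The paper states that cluster 0 grew over time. None of its 3 listed genes was highest at 3 days in B cells. With the libraries integrated, a step chosen after seeing the values, the cluster picked by these genes held 71.4%, 66.0% and 76.7%.

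The paper states that S100a8 and S100a9 were high at 2 hours, and Fig. 9D shows both for that time point. In B cells S100a8 had a log2 ratio of 2 hours to 3 days of -0.10 and S100a9 of 0.03. Against naive the ratios were 1.94 and 2.34, and Il1b, Cxcl2 and Retnlg had ratios of 2 hours to 3 days of 0.85, 1.36 and 2.31. The paper's tests took cells as replicates, whereas these ratios are of summed counts without a test.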

Other observations

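The tests of few cells holding most UMIs, of removal by other neutrophil genes or at 500 UMIs, of B cells outside them, of intronic length, of the 15 genes that most exceeded the other libraries and of Ccl7 in B cells were chosen after the results had been seen. The others were set before the data were examined, but the limit for a ratio of similar size in T-like cells was fixed afterwards.

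The test set beforehand for RNA from neutrophils in every droplet compared the 5 genes of Figure 9D for 2 hours between cell types. T-like cells had 0.786 times the summed CPM of B cells, which is consistent with free RNA but would also follow from doublets in both types. A further test, chosen after the counts per cell had been seen, gave the opposite answer. Free RNA would spread the UMIs over many B cells, yet at 2 hours 92.4% of their UMIs lay in the 96 B cells with at least 5 of them, so free RNA does not account for most of them. Those cells had a median of 1603 UMIs, against 739 in the other B cells, and Scrublet called 69.8% of them doublets, against 1.53%. They carried 1.28 UMIs of the 40 other neutrophil genes per UMI of the 5 genes, and neutrophil-like cells carried 1.13. Over all B cells these 40 genes reached 2.40% to 9.72% of their CPM in neutrophil-like cells. Doublets of B cells and neutrophils are a candidate explanation for these cells. The share of such cells in B cells was 1.05 times that in T-like cells, which argues against expression by B cells as the source of most UMIs. Neutrophils or their fragments bound to B cells would look the same and were not tested.

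The test set beforehand for doublets with myeloid cells cannot decide whether they explain all of the difference from naive. Its removal of B cells with myeloid or Cd3 UMIs left a log2 ratio of 2 hours to naive of 1.92, but kept 51.2% of naive and 90.2% of 2-hour B cells. Judged on 500 UMIs drawn from each cell, it kept 97.2% and 90.6%, so depth set much of the first difference. This removal left 3.52 and took only 56 of the 96 cells that held most UMIs of the 5 genes. Without cells holding 1% of UMIs on other neutrophil genes, which took 95 of them, the ratio was 1.002, and it was 0.98 outside the cluster with macrophage genes, which S100a8 itself leads. Doublets as the whole cause therefore remain open. Among 2-hour cells with fewer than 5 UMIs of the 5 genes, T-like cells had 0.834 times the summed CPM of B cells. This limit is set on the compared genes and caps both types. Without 2-hour cells holding 1% of UMIs on other neutrophil genes, B cells had 255 CPM and T-like cells 204 CPM. Free RNA in both types would give such levels. Low expression by B cells below these levels was not tested.

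The log2 ratio of naive to 3 days of the 5 naive genes was 2.98 in T-like cells and 2.82 in B cells, so a difference of the whole naive library may explain it. Genes with over 100 kb of introns had a median log2 ratio of naive to 3 days of 1.62 in B cells, 1.64 in T-like cells, 1.45 in NK-like cells and 1.28 in neutrophil-like cells. Genes without an intron had -0.57, -0.41, -0.53 and -0.74. In B cells 17.4% of UMIs fell on the genes with over 100 kb of introns in the naive library, 4.45% at 2 hours and 5.48% at 3 days. Counting of intronic reads in the naive library, whose header gives another Cell Ranger version, is a candidate explanation for the genes with long introns. More nuclear RNA in cells of that library predicts the same rise and cannot be told apart from it with these files. The 5 genes had a median log2 ratio of naive to 3 days of 2.95 in B cells and 3.28 in T-like cells, against 1.71 and 1.87 in random lists matched on expression and intronic length. Genes picked from the same data for being high in naive B cells would exceed such lists in B cells, so the gap decides nothing. A change of B cells after transplantation remains open and was not tested.

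For the ribosomal protein genes T-like cells had a log2 ratio of 3 days to naive of 0.33, smaller than the 0.45 of B cells. NK-like cells had 0.27, and neutrophil-like cells had 0.65, larger than B cells. For 3 days to 2 hours B cells had 0.04, T-like cells 0.18 and neutrophil-like cells 0.50. NK-like cells had -0.17, the opposite direction. For the immediate-early and heat-shock genes T-like cells had a log2 ratio of 2 hours to naive of 1.27, against 1.89 in B cells. In both sets the ratio in T-like cells was more than 50% of that in B cells but not of similar size. A library-wide difference and an effect of reperfusion on B cells cannot be told apart for them, because each time point is 1 library. The larger share of genes with long introns in the naive library lowers the share of other genes there. In B cells genes without an intron had median log2 ratios of -0.57 for naive to 3 days and -0.68 for naive to 2 hours. Genes with up to 5 kb of introns had -0.38 for both. Part of the ratios to naive may come from this, and the intronic length of these sets was not compared.

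Of the 15 genes that most exceeded the other libraries in B cells, 12 were also highest in the same library in T-like cells, by more than 2-fold. Agbl1, S100a4 and Ctsl were the exceptions. Differences of whole libraries would give this result for the 12 genes. Fn1, Saa3 and Arg1 were also among the 10 top genes of the unnamed cluster led by Saa3 and Arg1. Free RNA from that cluster would raise both cell types as well and was not tested for these genes.

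Ccl7, which the paper studies in B cells after hilar clamping, had 10 UMIs in 2 naive B cells, 0 UMIs in the 1663 B cells at 2 hours and 47 at 3 days. A count of 0 allows, at 3 counts of the total, up to 2.00 CPM at 2 hours. At 3 days B cells had 4.20 CPM, and neutrophil-like cells had 1.15 times that value, while T-like cells had 2.46 CPM. This level is consistent with free RNA from macrophages. Shares of cells with a UMI at 3 days were 2.24% of B cells and 2.32% of T-like cells, at median depths of 5033 and 8722 UMIs. In the naive library B cells had 2.79 CPM and T-like cells 0.184 CPM, a difference that rests on the UMIs of 2 B cells and was not tested. Expression of Ccl7 by few B cells is not excluded, and no hilar clamp sample was analysed here.

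The paper's evidence on the B cell receptor is reporter GFP in activated B cells, surface IgM and IgD, and transfer of IgHEL B cells. All of it came from hilar clamping. RNA of all B cells after transplantation is another measure and speaks neither for nor against it. Of the other genes behind molecules the paper studies in B cells, Nr4a1 had a log2 ratio of 2 hours to naive of -0.36 (95% interval -0.53 to -0.20) in B cells and 1.01 (95% interval 0.76 to 1.27) in T-like cells, and Myd88 of 1.67 (95% interval 1.02 to 2.33) and 1.45 (95% interval 1.00 to 1.91). Ighd had -0.01 (95% interval -0.12 to 0.10) in B cells. In B cells that ratio was -1.65 (95% interval -3.17 to -0.42) for Il2ra, -0.72 (95% interval -0.79 to -0.65) for Ighm and -0.41 (95% interval -0.54 to -0.27) for Ms4a1. T-like cells had 1.49 (95% interval 0.85 to 2.15) for Il2ra, the opposite direction. They had -0.77 (95% interval -0.99 to -0.56) for Ighm and -1.36 (95% interval -3.11 to 0.06) for Ms4a1. Tlr4 in B cells was 6.69 CPM in the naive library, 9.98 CPM at 2 hours and 6.52 CPM at 3 days, and in T-like cells 0.552, 4.94 and 3.54 CPM. Ccl2 in B cells was 5.86 CPM in the naive library, 2.66 CPM at 2 hours and 17.1 CPM at 3 days, and 459.5 CPM in the unnamed cluster led by Saa3 and Arg1 at 3 days. Xist had 0, 0 and 1 UMIs in B cells, and all 4 genes of the Y chromosome were found in every library. Ddx3y was 119.6 CPM in the naive library, 109 CPM at 2 hours and 135 CPM at 3 days, and its log2 ratio of 2 hours to naive was -0.13. That ratio was -1.39 for Eif2s3y, -1.42 for Kdm5d and -1.27 for Uty in B cells, and -1.09, -0.71 and -1.23 in T-like cells. CD44 antibody counts had a mean of 105 per neutrophil-like cell at 2 hours and 72.5 at 3 days.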
